# Activating transcription factor 3 regulates hepatic apolipoprotein A4 upon metabolic stress

**DOI:** 10.1016/j.jbc.2025.108468

**Published:** 2025-03-28

**Authors:** Jasmine Encarnacion, Danielle M. Smith, Joseph Choi, Joseph Scafidi, Michael J. Wolfgang

**Keywords:** apolipoprotein A4, Atf3, fatty acid oxidation, gene knockout, liver metabolism, metabolic regulation, sex-dependent, transcription factor

## Abstract

The liver plays essential roles in maintaining systemic glucolipid homeostasis under ever changing metabolic stressors. Metabolic dysregulation can lead to both adaptive and maladaptive changes that impact systemic physiology. Here, we examined disparate genetic and environmental metabolic stressors and identified apolipoprotein A4 (ApoA4) as a circulating protein upregulated in liver-specific KOs for carnitine palmitoyltransferase 2 and pyruvate carboxylase. We found this upregulation to be exacerbated by fasting and high-fat or ketogenic diets. Unique among these models was a concomitant increase in activating transcription factor 3 (Atf3). Liver-specific overexpression of Atf3 resulted in increased ApoA4 expression in a sex-dependent manner. To understand the requirement of Atf3 to metabolic stress, we generated liver-specific Atf3, Cpt2 double KO mice. These experiments demonstrated the requirement for Atf3 in the induction of ApoA4 mRNA, ApoA4 protein, and serum triglycerides that were also sex-dependent. These experiments reveal the roles of hepatic Atf3 and ApoA4 in response to metabolic stress *in vivo*.

The liver coordinates systemic metabolism in response to dietary state by maintaining the homeostasis of circulating metabolites. Regarding lipid homeostasis, the metabolic flexibility of hepatocytes allows the liver to shift between fatty acid synthesis and beta-oxidation as necessary, contributing to the storage of triglycerides or the production of ketones during fed and fasted states, respectively (1, 2). Conditions that impede these activities, including genetic deficiencies of metabolic pathways, result in hepatic stress and a myriad of problems associated with either the lack of sufficient substrate or the inappropriate accumulation of toxic compounds (3). While there is abundant research surrounding the biochemical regulation of hepatic metabolism, the complexity of these pathways leaves many of its intricacies unknown. To emulate relevant genetic deficiencies and further examine the role of their respective metabolic enzymes, we previously developed several models of hepatic metabolic dysfunction. Using the Cre/Lox system, we have generated liver-specific KOs for carnitine palmitoyltransferase 2 (Cpt2^L−/−^) (4, 5), pyruvate carboxylase (PCx^L−/−^) (6), pyruvate dehydrogenase E1a, tuberous sclerosis complex 1, and the insulin receptor.

In this study, we found apolipoprotein A4 (ApoA4) upregulation in a serum protein screen for common signals of metabolic stress across mouse models. This apolipoprotein, like others in the family, is involved in lipid transport through the serum; ApoA4 can be found on chylomicrons or HDL particles prior to release into the plasma (7). ApoA4 is primarily expressed in the postprandial state from the small intestine; however, the liver is also a contributor of serum ApoA4 particularly in rodents, with a documented role in human liver as well (8). In addition to intestinal lipid metabolism, ApoA4 has been shown to play roles in food intake and glucose homeostasis and even plays a role in restricting hepatic steatosis (8, 9, 10). Wang *et al.* showed aggravated hepatic steatosis in ApoA4 KO rats when triggered by a 16-h fast (11), suggesting an important role of ApoA4 in lipid export from the liver upon fasting. The data presented here demonstrating upregulated ApoA4 in fasted mouse models not only support the role of ApoA4 in maintaining hepatic lipid homeostasis but also point to a distinct regulatory pathway for hepatic ApoA4 expression under conditions of metabolic stress.

While several proteins that influence ApoA4 expression have been identified, little is known about the regulatory distinctions between gut and liver ApoA4 production. The CREB/activating transcription factor (ATF) family is involved in many aspects of liver metabolism, with its dysregulation being linked to metabolic diseases such as metabolic dysfunction–associated fatty liver disease (12). Residing in this family are documented ApoA4 transcriptional regulators LUMAN and CREBH, encoded by genes CREB3 and CREB3L3, respectively (13, 14).

Here, we identify another member of the CREB/ATF family, Atf3, as a player in the upregulation of ApoA4 within models of hepatic metabolic dysfunction. In previous experiments, we showed Atf3 mRNA to be upregulated in the livers of several disparate models of enzyme deficiency following a fast, concomitant with the upregulation of ApoA4 we observe here (4, 5, 6, 15). As a stress-inducible gene, Atf3 is linked to a wide range of systemic metabolic activities from glucose metabolism to immunity to oncogenesis (16). Regarding liver metabolism: increased Atf3 expression has been associated with hepatic steatosis and impaired glucose homeostasis in ZDF rats (17) and Atf3-overexpressing mice (18, 19), but other studies exhibit protective effects of liver-specific Atf3 on hepatic lipid metabolism and atherosclerosis in both human and mouse models of obesity and metabolic dysfunction–associated fatty liver disease (19, 20, 21). Like ApoA4, Atf3 is also closely involved with reverse cholesterol transport *via* the uptake of HDL into the liver (21, 22). Although a direct link between Atf3 activity and ApoA4 transcription is yet to be established, Xu *et al.* reported a robust increase in hepatic ApoA4 mRNA in mice upon liver-specific overexpression of human Atf3 (21). Here, we investigate the connection between hepatic Atf3 and ApoA4 regulation under varying conditions of metabolic dysfunction and discover a sexually dimorphic impact of Atf3 on the expression and activity of ApoA4.

## Results

### Disparate models of metabolic stress increase ApoA4 levels in serum

The liver affects systemic metabolism *via* endocrine or bulk transport through proteins secreted through the circulation. To better understand how metabolic stress impacts the serum proteome and therefore systemic physiology, we screened a series of liver specific KO mouse models with perturbations in macronutrient metabolism or cell signaling for changes in serum proteome (4, 5, 6, 15). Examining Coomassie blue-stained SDS-PAGE gels loaded with 24-h-fasted mouse serum revealed a strong upregulation in a 46 kDa band for a subset of KO models compared to their WT counterparts with floxed alleles (Fig. 1). Mass spectrometry revealed this band as ApoA4, and a separate 28 kDa band that did not appear to vary across models as ApoA1 (23). Western blotting confirmed the 46 kDa protein as ApoA4.

**Figure 1:**
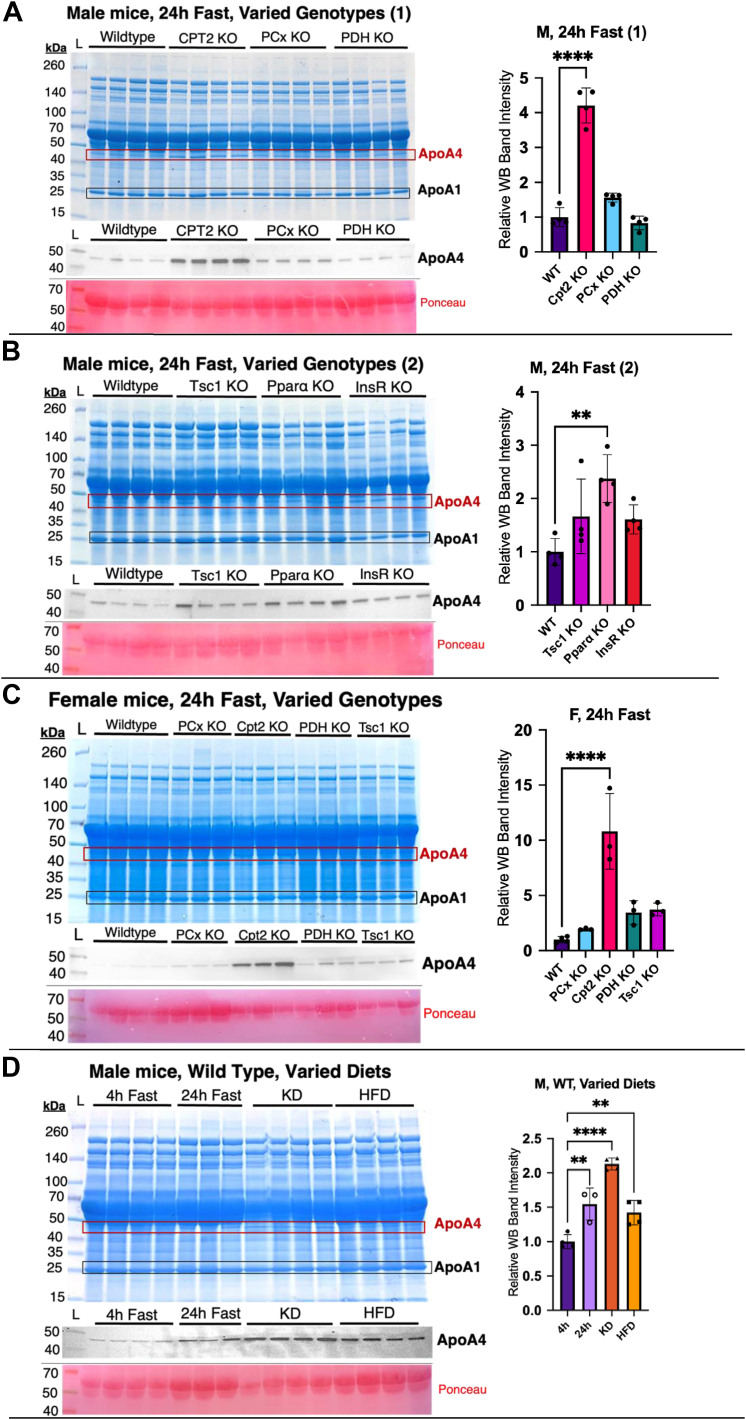
**Serum protein screening shows ApoA4 upregulation in several models of dysregulated hepatic metabolism.** Coomassie-stained SDS-PAGE gels of serum proteins, followed by Western blots for ApoA4 with ponceau stained albumin bands for loading control. *A*, serum was derived from male mice, fasted 24 h, with WT, Cpt2^L−/−^, PCx^L−/−^, PDH^L−/−^ genotypes. n = 4. *B*, comparison of WT, TSC1^L−/−^, Pparα^−/−^, and InsR^L−/−^ genotypes; n = 4. *C*, serum derived from female mice, fasted 24 h, with WT, PCx^L−/−^, Cpt2^L−/−^, PDH^L−/−^, and TSC1^L−/−^ genotypes; n = 3. *D*, serum derived from WT male mice in various dietary states: Chow-fed 4 h fast, chow-fed 24 h fast, high-fat diet–fed 4 h fast, and ketogenic diet–fed 4 h fast; n = 4. Relative values for Western blot band intensities are illustrated. Statistical significance was determined by ordinary one-way ANOVA with the Brown-Forsythe test, Bartlett's test, and Bonferroni multiple comparisons test, conducted with GraphPad prism; n = 4. Data expressed as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. ApoA4, apolipoprotein A4; Cpt2, carnitine palmitoyltransferase 2; PCx, pyruvate carboxylase; InsR, insulin receptor; PDH, pyruvate dehydrogenase; TSC1, tuberous sclerosis complex 1.

We quantified the Western blot bands and found significant ApoA4 upregulation in the serum of Cpt2 liver-specific (Fig. 1*A*) and Pparα whole body (Fig. 1*B*) KOs suggesting that deficits in hepatic fatty acid catabolism were accompanied by an increase in circulating ApoA4 in the fasted state. No changes were observed in pyruvate dehydrogenase E1a, tuberous sclerosis complex 1, or insulin receptor liver-specific KO mice. We also observed a trend toward elevated ApoA4 levels in liver-specific PCx KOs in the fasted state that did not reach statistical significance. (Fig. 1*A*). These changes in circulating ApoA4 were observed in female mice as well (Fig. 1*C*). Quantifying the intensity of the female Western blot bands demonstrated a significant increase in serum ApoA4 for Cpt2^L−/−^ mice, confirming a loss in hepatic fatty acid oxidation to have the greatest serum ApoA4 increase of those assayed.

Given the robust differences in circulating ApoA4 in mice with a loss in hepatic fatty acid oxidation, we questioned whether dietary lipids could affect ApoA4 levels. We examined the serum proteins of WT mice fed high-fat diet (HFD) or ketogenic diet (KD), which can both induce increased hepatic triglyceride content when administered to healthy mice (24, 25). We assessed the serum of mice fed a standard chow diet fasted for 4 h, chow-fed mice fasted for 24 h, and mice fed matched KD or HFD for changes in serum ApoA4 levels (6). The quantified Western blot showed a significant increase of ApoA4 protein in 24-h-fasted, KD, and HFD mouse serum compared to chow fed mice, with the greatest increase in mice administered KD (Fig. 1*D*). These data show an upregulation of ApoA4 under various metabolic and nutritional states that increase hepatic lipid burden, with the KD producing the most dramatic phenotype followed by a 24 h fast.

### Deficiencies in PCx or fatty acid oxidation potentiate the effect of diet on serum ApoA4

To determine whether combining models of metabolic stress would potentiate serum ApoA4 levels, we assayed serum in PCx^L−/−^ and Cpt2^L−/−^ mice on KD and HFD (4, 5, 6). Compared to their WT counterparts, we observe an amplification of the diet-induced ApoA4 upregulation for both PCx and Cpt2 liver KO mice (Fig. 2). On an HFD, the serum ApoA4 band was more pronounced in PCx^L−/−^ mice compared to chow diet, but there was no significant difference between HFD WTs and liver KOs (Fig. 2*A*). On the other hand, PCx^L−/−^ mice fed a KD diet showed higher ApoA4 than WT littermates, far exceeding the effect of KD alone (Fig. 2*B*). Similarly, the Cpt2^L−/−^ mice showed a striking increase in serum ApoA4 when fed a KD compared to their WT littermates (Fig. 2*D*), while HFD did not produce any significant differences (Fig. 2*C*).

**Figure 2:**
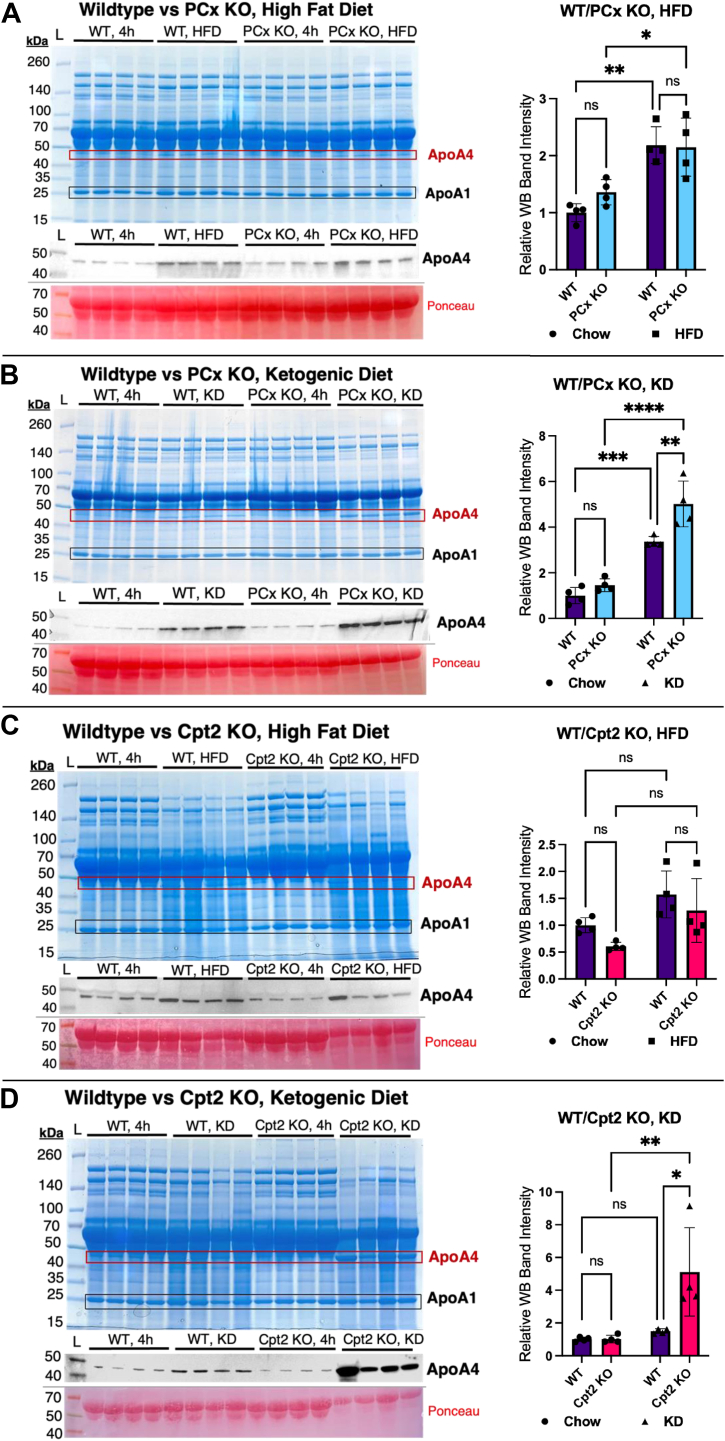
**Changes in serum ApoA4 levels vary across PCx^L−/−^ and Cpt2^L−/−^ mice fed chow, high-fat, and ketogenic diets.** Coomassie-stained SDS-PAGE gel of serum proteins, followed by Western blots for ApoA4 with ponceau-stained albumin bands for loading control. Serum was collected from male mice, fasted 4 h, in the following groups (n = 4): (*A*) PCx^L f/f^ (phenotypically WT) on chow or HFD, PCx^L−/−^ (liver knockout) on chow or HFD; (*B*) PCx^L f/f^ on chow or KD, PCx^L−/−^ on chow or KD; (*C*) Cpt2^L f/f^ on chow or HFD, Cpt2^L−/−^ on chow or HFD; (*D*) Cpt2^L f/f^ on chow or KD, and Cpt2^L−/−^ on chow or KD. Relative values for Western blot band intensities are illustrated. Statistical significance was determined by two-way ANOVA with Tukey’s multiple comparisons test, conducted with GraphPad prism; n = 4. Data expressed as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. ApoA4, apolipoprotein A4; Cpt2, carnitine palmitoyltransferase 2; HFD, high-fat diet; KD, ketogenic diet; PCx, pyruvate carboxylase.

We previously demonstrated extreme metabolic stress followed by lethality in Cpt2 and PCx liver KO mice fed a KD (4, 6). Despite the differences between the activity of these enzymes and their impact on lipid metabolism, both PCx and Cpt2 LKO mice experienced rapid weight loss and death at around the 1-week mark. Importantly, an HFD did not produce the same metabolic stress. Here, although HFD produced slightly elevated ApoA4 levels in both control and PCx^L−/−^ mice, there was no significant difference of serum ApoA4 in either PCx or Cpt2 KOs compared to their floxed counterparts fed HFD. The distinction between the KD and HFD response suggests a distinct stress pathway triggered where hepatic fatty acid oxidation is required as the primary source of fuel but is enzymatically restricted.

### Hepatic ApoA4 is dramatically overexpressed in response to metabolic stress compared to other apolipoproteins

Although the liver is thought to play a secondary role in serum ApoA4 production (26), the considerable upregulation in our liver KO models brought us to ask whether the increased serum ApoA4 we observed originated primarily from the liver. To test this idea, we measured hepatic apolipoprotein mRNA levels through reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR) in the PCx and Cpt2 liver KO mice in different dietary states (Fig. 3). ApoA4 mRNA increased dramatically from WTs in both PCx^L−/−^ livers with a 24-h fast and KD states (Fig. 3*B*). The Cpt2^L−/−^ model demonstrated a similar trend in ApoA4 upregulation; compared to 4 h-fasted chow-fed mice, ApoA4 liver mRNA in Cpt2 liver KOs increased most prominently on KD, followed by the 24-h-fasted state, and (unlike PCx^−/−^ mice) modestly in the HFD group (Fig. 3*H*).

**Figure 3:**
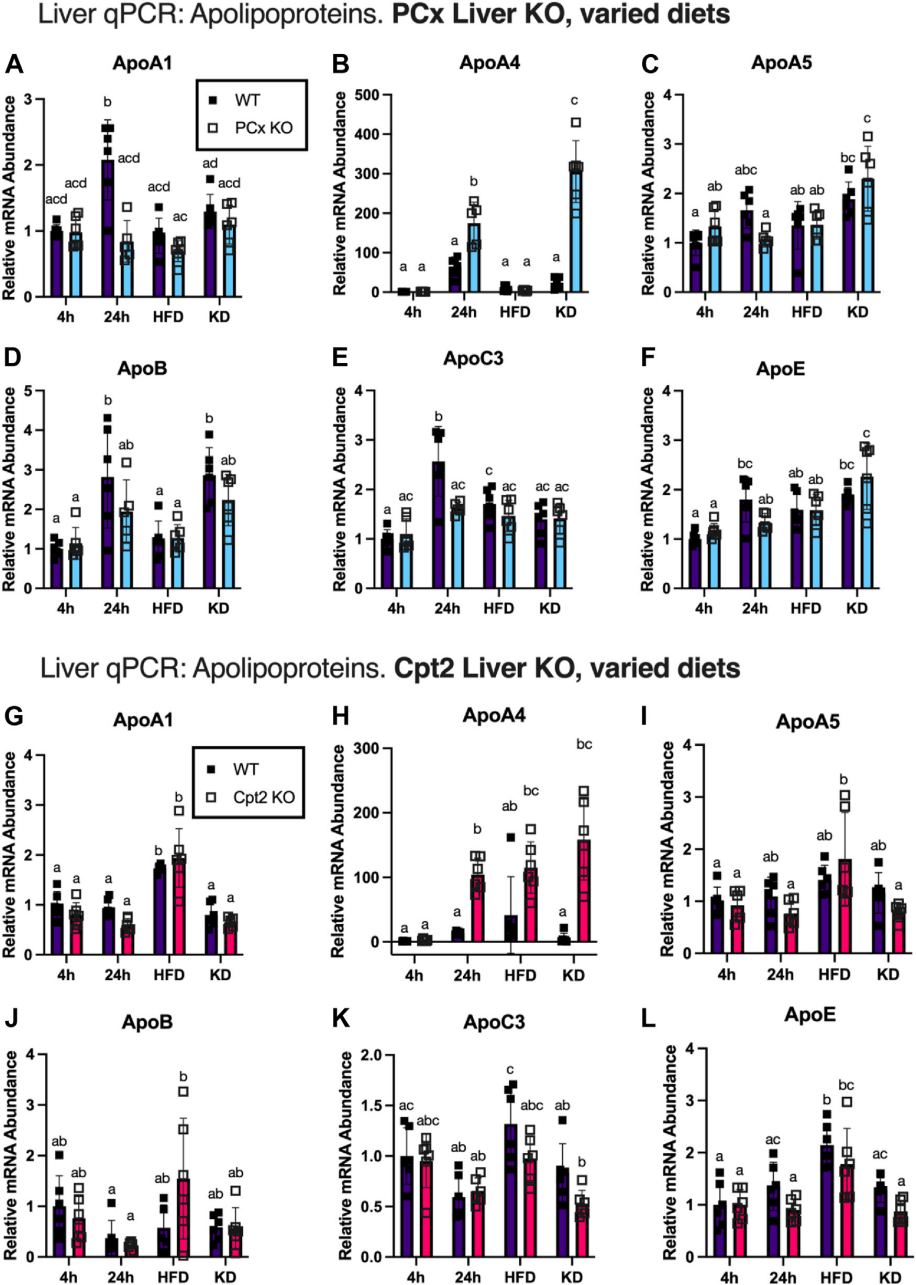
**Relative liver ApoA4 mRNA levels increase for PCx^L−/−^ and Cpt2^L−/−^ mice in different dietary states, as determined by reverse transcriptase-quantitative polymerase chain reaction.** Dietary states described as: chow diet, 4 h fast; chow diet, 24 h fast; high-fat diet, 4 h fast; and ketogenic diet, 4 h fast. *A*–*F*, liver mRNA (ApoA1, ApoA4, ApoA5, ApoB, ApoC3, and ApoE, respectively) of PCx^L f/f^ and PCx^L−/−^ mice with described dietary states, relative to chow diet 4 h fast PCx^L f/f^. *G*–*L*, liver mRNA (ApoA1, ApoA4, ApoA5, ApoB, ApoC3, and ApoE, respectively) of Cpt2^L f/f^ and Cpt2^L−/−^ mice with described dietary states, relative to chow diet 4 h fast Cpt2^L f/f^. Statistical significance was determined by two-way ANOVA with Tukey’s multiple comparisons test, conducted using GraphPad prism. Data are expressed as mean ± SD. Single-letter difference denotes *p* < 0.05 between groups. ApoA4, apolipoprotein A4; Cpt2, carnitine palmitoyltransferase 2; PCx, pyruvate carboxylase.

In addition to our protein of interest ApoA4, we looked at apolipoproteins both within the gene cluster (ApoA1, C3, A5) and outside of the gene cluster (ApoB and ApoE). ApoA1 mRNA increased in 24 h-fasted PCx ff livers (Fig. 3*A*). Relative to the 4-h fast baseline, ApoB (Fig. 3*D*) and ApoC3 (Fig. 3*E*) expression were also induced in the livers of PCx^f/f^ (WT) mice with a 24 h fast; however, this effect was suppressed in PCx KOs. PCx^L−/−^ mice fed a KD also showed upregulation of ApoA5 (Fig. 3*C*) and ApoE (Fig. 3*F*), although to a much lower degree than the ApoA4 upregulation. As for the HFD PCx^L−/−^ group, there were no significant changes across any of the apolipoproteins compared to HFD WTs or chow-fed controls.

On HFD, Cpt2^L−/−^ mice and WT littermates saw an increase in liver ApoA1 (Fig. 3*G*) and ApoE (Fig. 3*L*) mRNA compared to respective chow-fed groups; however, there was no difference in these genes when comparing HFD Cpt2^L−/−^ and HFD WT mice. In contrast, ApoA5 increased in some HFD Cpt2^L−/−^ mice compared to chow-fed KOs, while WTs showed no significant difference (Fig. 3*I*). No changes in ApoA1, ApoE, ApoA5, or ApoB mRNA were observed in the 24-h-fasted or KD Cpt2^L−/−^ groups compared to chow-fed controls (Fig. 3*J*). Interestingly, while ApoA4 mRNA increases over 200-fold in Cpt2^L−/−^ KD mice, the ApoC3 mRNA for this group was reduced, albeit nonsignificantly compared to KD WTs or Cpt2^L−/−^ chow controls (Fig. 3*K*).

As with the PCx^L−/−^ model, the upregulation of ApoA4 liver mRNA was strikingly several orders of magnitude higher than the changes in all other apolipoproteins. These data show that the combination of certain dietary and genetic models of metabolic stress produces an amplified upregulation of serum ApoA4, but not the other apolipoproteins examined. To further examine the factors that can produce a compounded upregulation of hepatic ApoA4, we proceeded utilizing a PCx/Cpt2 double liver KO model. We directly compared serum ApoA4 in 24-h-fasted WT, PCx^L−/−^, Cpt2^L−/−^, and PCx/Cpt2^L−/−;−/−^ (Fig. 4*A*). The double loss of Cpt2 did not synergistically increase ApoA4 and in fact the double KO mice experienced a slight suppression in Apoa4 mRNA (Fig. 4*B*). Overall, the high ApoA4 expression in the absence of hepatic fatty acid oxidation or PCx indicates activation of hepatic ApoA4 transcription in response to diverse metabolic distress.

**Figure 4:**
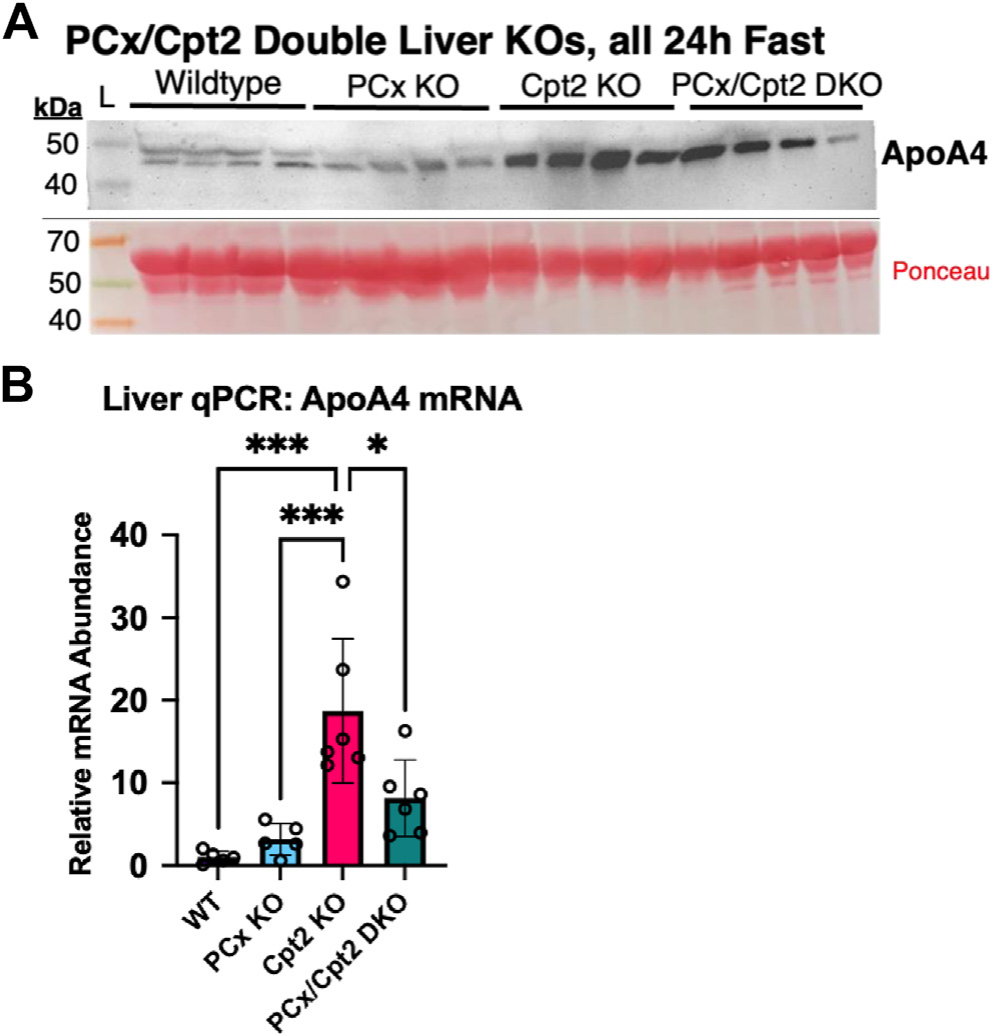
**Hepatic ApoA4 upregulation is most prominent with a 24 h fast in the absence of fatty acid oxidation.***A*, Western blots comparing serum ApoA4 levels in 24 h-fasted WT, PCx^L−/−^, Cpt2^L−/−^, and PCx/Cpt2^L−/−;−/−^ (double liver KO) mice. Ponceau-stained serum albumin bands were used as loading controls. *B*, reverse transcriptase-quantitative polymerase chain reaction comparison of ApoA4 mRNA from liver homogenate across 24 h-fasted WT (n = 5), PCx^L−/−^(n = 5), Cpt2^L−/−^ (n = 6), and PCx/Cpt2^L−/−;−/−^ mice (n = 6). In groups with n = 5, one outlier was excluded prior to statistical analysis due to aberrant Cq values for control genes (CycloA and 18s). Data are expressed as mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. ApoA4, apolipoprotein A4; Cpt2, carnitine palmitoyltransferase 2; PCx, pyruvate carboxylase.

### Atf3 liver mRNA increases along with ApoA4 in models of metabolic stress

To investigate the pathways leading up to ApoA4 upregulation in the liver, we measured liver mRNA levels of several members of the CREB/Atf family. We previously identified Atf3 as an upregulated gene in the livers of Cpt2 and PCx KO mice, coinciding with ApoA4 upregulation (5, 6). Two other members of this family, CREBH (encoded by gene CREB3L3) and LUMAN (CREB3) have been shown to increase ApoA4 transcription (12, 13). Because of known regulatory interactions between members of the CREB/Atf family, we also measured liver mRNA levels of a wide range of transcription factors in this family including Atf4, Atf5, CREB5, and more (Fig. 5), including Jun proteins with which CREB/Atfs often interact (11) to examine the potential influence of other relevant transcription factors.

**Figure 5:**
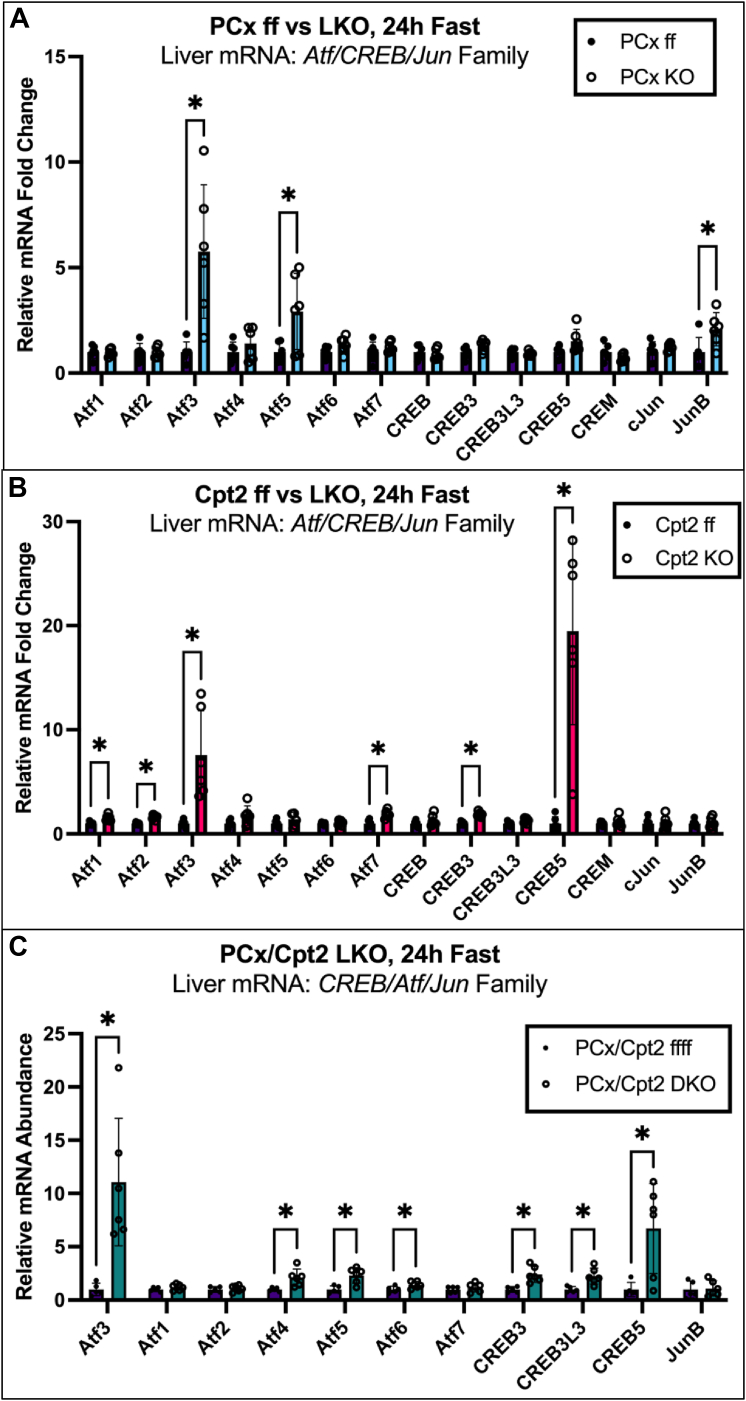
**RT-qPCR for genes in the CREB/Atf family show consistent elevation of liver Atf3 mRNA in 24 h-fasted mouse models of hepatic stress.***A*, WT and PCx^L−/−^ liver mRNA levels for CREB/Atf family members Atf 1 to 7, CREB, CREB3, CREB3L3, CREB5, and CREM, along with commonly associated proteins cJun and JunB were assessed using RT-qPCR. *B*, RT-qPCR for Atf1-7, CREB, CREB3, CREB3L3, CREB5, CREM, cJun, and JunB mRNA in WT and Cpt2^L−/−^ livers. *C*, RT-qPCR for Atf 1 to 7, CREB3, CREB3L3, CREB5, and JunB in WT and PCx/Cpt2^L−/−;−/−^ mice. Data are expressed as mean ± SD. For all graphs, Welch’s *t* tests with no correction for multiple comparisons were used to establish statistical significance (*p* < 0.05) on GraphPad prism. AFT, activating transcription factor; Cpt2, carnitine palmitoyltransferase 2; PCx, pyruvate carboxylase; RT-qPCR, reverse transcriptase-quantitative polymerase chain reaction.

Although various genes change significantly in hepatic expression between groups, as with ApoA4 mRNA, the only significant similarity between the PCx^L−/−^, Cpt2^L−/−^, and double KO models was an increase in Atf3 mRNA. Assessing the hepatic mRNA of 24-h-fasted PCx^L−/−^ mice also showed increased Atf5 and JunB, although to a lesser degree (Fig. 5*A*). In addition to Atf3 mRNA, Cpt2^L−/−^ livers had slightly elevated Atf1, Atf2, Atf7, and CREB3 mRNA compared to respective controls (Fig. 5*B*). CREB5 was dramatically increased in Cpt2^L−/−^ livers; this feature was also retained in the PCx/Cpt2^L−/−;−/−^ mice, although the fold change was less than half that of the Cpt2^L−/−^ mice (Fig. 5*C*). The double KOs also displayed unexpected increases in Atf4, Atf6, and CREB3L3 mRNA, in addition to the elevated Atf5 and CREB3 mRNA found in the PCx^L−/−^ and Cpt2^L−/−^ models, respectively (Fig. 5*C*).

Hepatic overexpression of human Atf3 has been documented to cause upregulation of ApoA4 (20); in contrast, the evidence linking the other upregulated genes we observed, such as Atf5 or CREB5, is lacking. There is an increase in CREB3 for the Cpt2 ^L−/−^ and double KOs, but not the PCx^L−/−^model. CREB3L3, the other confirmed ApoA4 regulator, increases in PCx/Cpt2^L−/−;−/−^ but exhibits no change in either the PCx^L−/−^ or Cpt2^L−/−^ mice. With this data, we can deduce that while some contribution is possible, neither CREB3 nor CREB3L3 are definitive drivers the hepatic ApoA4 upregulation we observe in our models. Based on its consistent elevation across disparate models, we progressed to investigating whether hepatic Atf3 would be sufficient to cause ApoA4 upregulation.

### Atf3 overexpression impacts hepatic ApoA4 upregulation in a sex-specific manner

To assess the isolated effect of overexpressed Atf3 on hepatic ApoA4 expression, we sought to recapitulate the Atf3 AAV overexpression experiment by Xu *et al.*, which revealed ApoA4 upregulation through RNA-seq (21). We generated and injected 9- to 10-week-old male and female mice with ATF3 or eGFP in adeno-associated virus 8 vectors with liver-specific promoters. After 1 week, we collected serum samples from these mice and ran a Western blot to establish a baseline for circulating ApoA4 in the 4-h-fasted state (Fig. 6*A*). Two weeks postinjection, we sacrificed both groups in a 24 h-fasted state and collected their serum and livers for analysis. We confirmed hepatic Atf3 overexpression through both RT-qPCR of liver mRNA and through liver protein Western blotting for Atf3 (Supporting information S1). Western blotting of serum demonstrates a small difference in ApoA4 bands between the ATF3- and GFP-injected groups following a 24 h fast (Fig. 6*B*), compared to serum samples of the same mice from the 4 h-fasted state. We proceeded to measure liver mRNA levels for these mice to assess ApoA4 expression and to reveal any Atf3-specific transcriptional changes for other relevant genes.

**Figure 6:**
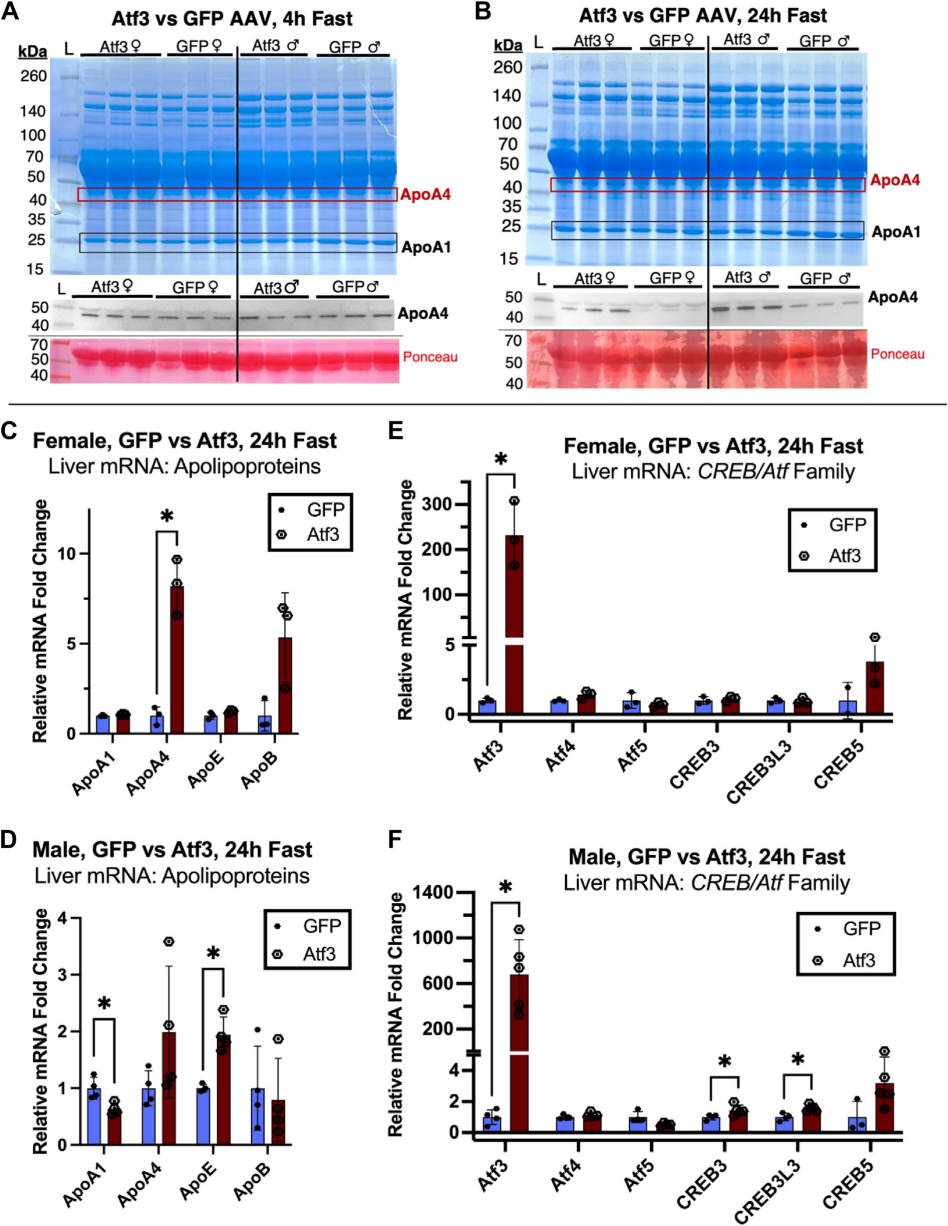
**Atf3 overexpression in WT mice significantly upregulates hepatic ApoA4 in females, but not males with a 24 h fast.***A*, coomassie-stained SDS-PAGE gels of serum proteins, followed by Western blots for ApoA4. Both male and female groups are shown for hepatic Atf3 or eGFP-overexpressing mice. Serum proteins are compared under a 4 h fast, followed by a 24 h fast replicate using the same mice (*B*) reverse transcriptase-quantitative polymerase chain reaction was used to assess hepatic mRNA abundance of apolipoproteins in 24 h-fasted female (n = 3) (*C*) or male (n = 4) (*D*) Atf3-overexpressing mice compared to GFP controls. Relevant genes in the CREB/Atf family were also assessed by reverse transcriptase-quantitative polymerase chain reaction in female (*E*) and male (*F*) groups. Data are expressed as mean ± SD and analyzed using Welch’s *t* test with no correction for multiple comparisons. All statistical tests were conducted using GraphPad prism. ApoA4, apolipoprotein A4; AFT, activating transcription factor; Cpt2, carnitine palmitoyltransferase 2; PCx, pyruvate carboxylase.

With hepatic Atf3 mRNA overexpressed, ApoA4 mRNA increased significantly in females without induction of other apolipoproteins (Fig. 6*C*). This clearly indicates that Atf3 can affect ApoA4 expression; however, the nature of this transcriptional link is unclear. Complicating the matter, ApoA4 did not increase significantly in males, while mRNA for ApoE increased and ApoA1 decreased (Fig. 6*D*). Assessing for CREB/Atf mRNA in female mice showed a slight increase in Atf6 (Supporting information S1*A*) but no upregulation in the other members of the family, including CREB3 and CREB3L3, further supporting a link between hepatic Atf3 and ApoA4 expression. Interestingly, although the increase in ApoA4 mRNA was not significant in males, the liver mRNA levels of both CREB3 and CREB3L3 were slightly elevated compared to male GFP controls (Fig. 6*F*). This elevation was not present in females (Fig. 6*E*), suggesting a more complex web of sex-specific regulatory mechanisms surrounding fasting-induced upregulation of ApoA4 in Atf3 overexpression.

### ApoA4 expression is differentially impacted in female or male mice with combined Atf3 and Cpt2 liver KO

After revealing a sex-specific effect of hepatic Atf3 overexpression on ApoA4 transcription, we returned to the Cpt2^L−/−^ KO model to examine the requirement of Atf3 for the upregulation of ApoA4 within a model of metabolic stress. Because we established a dramatic induction of both hepatic Atf3 and ApoA4 mRNA in male Cpt2^L−/−^ mice, we generated a liver-specific Atf3/Cpt2 double KO mouse line to assess differences in ApoA4 regulation. We validated this model using RT-qPCR on the livers of both male and female 24 h-fasted mice (Fig. 7*A*), comparing double KOs (Atf3^L−/−^/Cpt2^L−/−)^ and single KOs (Cpt2^L−/−^) to phenotypically WT double-floxed mice (Atf3^f/f^/Cpt2^f/f^). In both male and female double KOs, the induction of hepatic Atf3 mRNA resulting from Cpt2 deficiency was successfully blocked.

**Figure 7:**
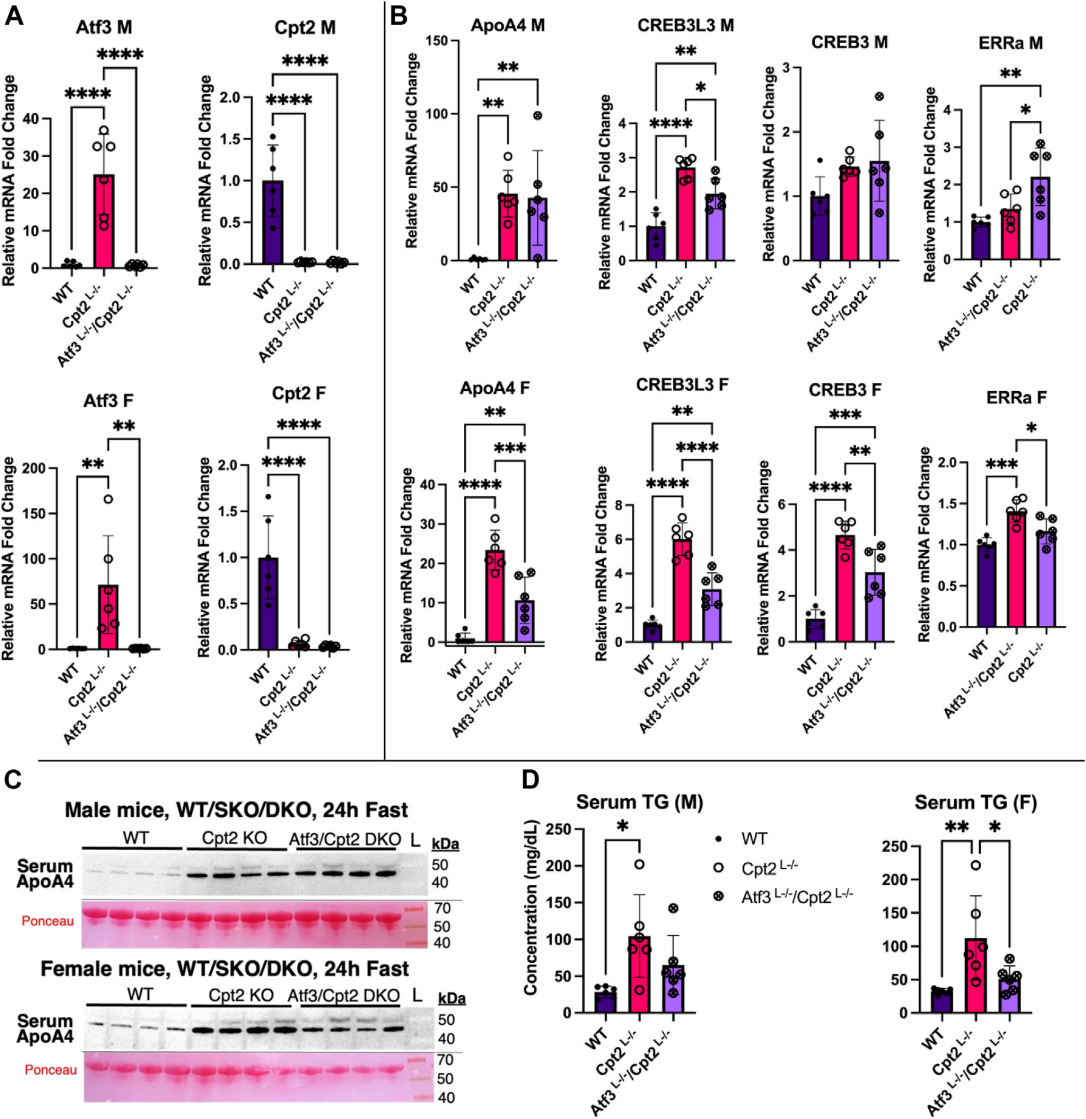
**Hepatic Atf3^L−/−^/Cpt2 ^L−/−^ double KOs demonstrate a reduced induction of hepatic ApoA4 in females, with a transcriptional profile distinct from Cpt2^L−/−^ single knockouts.***A*, validation of Atf3^L−/−^/Cpt2 ^L−/−^ double KO model using reverse transcriptase-quantitative polymerase chain reaction to show significantly reduced levels of hepatic Atf3 and Cpt2 mRNA. *B*, reverse transcriptase-quantitative polymerase chain reaction of liver mRNA for ApoA4 and its documented regulators, CREB3L3, CREB3, and ERRα. *C*, Western blots comparing serum ApoA4 levels in Atf3^L−/−^/Cpt2 ^L−/−^ males and females compared to Cpt2 ^L−/−^ mice (n = 4). Ponceau-stained serum albumin bands were used as loading controls. *D*, serum triglyceride assay comparing floxed, Cpt2^L−/−^, and Atf3^L−/−^/Cpt2^L−/−^ levels. Data analyzed using ordinary one-way ANOVA with the Brown-Forsythe test, Bartlett's test, and Bonferroni multiple comparisons test, conducted with GraphPad PRISM; n = 6. AFT, activating transcription factor; ApoA4, apolipoprotein A4; Cpt2, carnitine palmitoyltransferase 2; ERRα, estrogen-related receptor alpha; PCx, pyruvate carboxylase.

Upon measuring hepatic mRNA levels of relevant genes, we again found a sex-specific difference in the impact of Atf3 expression on ApoA4 upregulation. While male DKOs had similar ApoA4 expression compared to single knockout (SKO)s, female DKOs presented with an intermediate level of hepatic ApoA4 mRNA between the WT and SKO groups (Fig. 7*B*). These data confirm a requirement of hepatic Atf3 for full induction of ApoA4 expression in female, but not male mice under hepatic stress. The cause for this difference may be partially attributed to the changes in CREB3 and CREB3L3 expression, both of which also presented intermediary mRNA levels in female DKOs. This phenomenon is seen for only CREB3L3 mRNA in male DKOs, and the magnitude of this deviation is smaller than that of the female changes. We also measured liver mRNA for estrogen-related receptor alpha (ERRα), an orphan receptor also documented to regulate ApoA4 expression by targeting the ApoA4 promoter (27). The liver mRNA for this gene did not change between male WTs and SKOs but increased in DKOs (Fig. 7*B*). Meanwhile, female SKOs showed elevated levels of ERRα, compared to slightly lower levels in both female WTs and DKOs.

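Liver RNA was taken from 24 h-fasted mice, namely 4 Atf3/Cpt2 liver double KOs (DKO), 4 Cpt2 liver single KOs (SKO) and 4 controls, called WT here, which the deposited labels describe as floxed for Cpt1a, Cpt1b and Cpt2. The RNA was extracted with TRIzol and RNeasy columns, and libraries were prepared and sequenced by Novogene. The authors deposited the number of reads counted on each of 56748 Ensembl genes, without normalization, with gene coordinates of GRCm39. The paper's text does not name the aligner or the counting program. Between 14710304 and 20030055 reads per liver were counted on genes, with a median of 18561414.5 in WT, 17668721 in SKO and 18168245 in DKO livers. A gene without counts may still have up to 3 counts by chance, which is at most 0.204 in units of CPM (counts scaled by library size), and this limit covers counting error only. Counts were normalized by edgeR's TMM method, over all 12 livers for the CPM of single genes and within each pair of groups for tests, and genes with low counts were removed by filterByExpr. Cpt2 (ENSMUSG00000028607, chromosome 4) had 234 ± 24.4 CPM (mean ± SD, n = 4) in WT, 127 ± 22.7 in SKO and 117 ± 11.8 in DKO livers, and each KO liver lay below every WT liver. Atf3 (ENSMUSG00000026628, chromosome 1 from 190902493 to 190950236) had 17 to 39 counts in WT and 259 to 1056 counts in SKO livers. In DKO replicates 1 to 4 it had 164, 177, 265 and 5 counts, and the table gives no counts per exon, so for both Cpt2 and Atf3 reads on the deleted part of the gene cannot be separated from reads on the rest. Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were counted as a check of sex. Summed over the Y-linked genes, 10 livers had 2741 to 4294 counts, with at most 19 counts on Xist. SKO replicate 3 had 18063 counts on Xist and 2 on the Y-linked genes, and DKO replicate 4 had 20855 on Xist and 0 on the Y-linked genes.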

To more broadly assess the transcriptional changes that occur when Atf3 is knocked out in addition to Cpt2 in a liver-specific manner, we mapped the transcriptomes of male DKOs compared to SKOs and WT mice through RNA-seq (Table S2). Gene ontology and Kyoto Encyclopedia of Genes and Genomes plots comparing Atf3^L−/−^/Cpt2^L−/−^ double KOs and Cpt2^L−/−^ single KOs show a wide array of upregulated and downregulated genes. 

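The comparison of 4 DKO with 4 SKO livers covered 14363 genes. Of these, 3 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 higher and 2 lower in DKO livers. At an unadjusted p-value under 0.05, 590 genes were higher and 342 lower, 932 in all, where a rate of 0.05 gives 718. Without DKO replicate 4, 550 were higher and 504 lower. The number of genes at the adjusted threshold moved most with DESeq2's Wald test in place of edgeR's, to 91 genes, 60 higher and 31 lower, with the 3 genes among them. It was 15 without DKO replicate 4 and at most 2 without any other single liver. Lars2 (ENSMUSG00000035202, chromosome 9 from 123195992 to 123291731), a mitochondrial leucyl-tRNA synthetase gene, rose from 177 ± 11.5 CPM (SD, n = 4) in SKO to 540 ± 127 in DKO livers, a log2 fold change of 1.63 (standard error 0.19). Genes of ribosomal RNA took 0.713 to 1.46% of the counts in SKO and 1.40 to 2.80% in DKO livers. Whether the counts on Lars2 depend on that share was not tested, and leaving out the ribosomal RNA genes cannot decide it. Bmper (ENSMUSG00000031963, chromosome 9 from 23134372 to 23396496), which encodes a secreted BMP-binding protein, changed from 14.8 ± 5.45 to 1.42 ± 0.761 CPM, a log2 fold change of −3.38 (standard error 0.40). The pseudogene H2-T-ps (ENSMUSG00000073405, chromosome 17 from 36420126 to 36422550) changed from 4.66 ± 1.23 to 0.409 ± 0.191 CPM, a log2 fold change of −3.49 (standard error 0.38), though its reads could have been shared with related genes of the H2-T family. The adjusted p-value was 0.0283 for each of the 3 genes in edgeR's quasi-likelihood test, and without SKO replicate 2 it was 0.199 for each. Of the 8 fits that each left out 1 liver, Lars2 and H2-T-ps had an adjusted p-value under 0.05 in 1, without DKO replicate 4 (0.00340 for each), and Bmper in 3. Gene lists written by hand for terms of the plots were tested with camera at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 8 lists. Amino acid metabolism genes were higher in DKO than in SKO livers, with a mean log2 fold change of 0.44 over 92 genes, 71 of them higher (adjusted p = 1.5e-07, camera with Benjamini-Hochberg adjustment). The lists of the response to interferon beta (47 genes), of xenobiotic metabolism by cytochrome P450 (77 genes) and of glutathione transferases (23 genes) had means of 0.54, 0.59 and 0.47. Without DKO replicate 4, the means of these 4 lists were 0.12, −0.072, −0.15 and 0.048. Under the rotation test fry, none of the 4 lists had an adjusted p-value under 0.05 (0.277, 0.429, 0.351 and 0.305, Benjamini-Hochberg adjustment). Of their members, 22, 6, 14 and 9 genes were higher and 1 in each list was lower at an unadjusted p-value under 0.05. Adjusted over the list alone, 1 xenobiotic and 3 glutathione transferase genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and over all genes tested 0 genes of the 4 lists did.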

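Genes of PPAR signaling (81 genes, 67 tested) and of fatty acid metabolism (147 genes, 135 tested) formed a pair of lists with 42 genes in common. In the PPAR signaling list, 53 of the tested genes had a lower value in DKO than in SKO livers and 14 a higher one, with a mean log2 fold change of −0.27 (adjusted p = 1.2e-06, camera with Benjamini-Hochberg adjustment). In the fatty acid metabolism list, 86 genes were lower and 49 higher, with a mean of −0.12 (adjusted p = 1.3e-04 from the same test and adjustment). With DKO replicate 4 left out, the means were −0.23 and −0.18. Both lists were higher in SKO than in WT livers, with means of 0.75 and 0.39 (adjusted p = 6.2e-06 and 9.8e-04, camera with Benjamini-Hochberg adjustment). The value that moved most was that of the PPAR signaling list when it was replaced by the 19 genes of Reactome's set for the regulation of lipid metabolism by PPAR alpha, whose mean was −0.012. Under fry, the adjusted p-value was 0.0384 for PPAR signaling and 0.101 for fatty acid metabolism, and with the correlation between genes estimated from these livers camera gave 0.0520 and 0.159 (Benjamini-Hochberg adjustment). Among smaller lists for plotted terms, acyl-CoA thioesterases had a mean log2 fold change of −0.36 over 13 genes (adjusted p = 1.9e-04, camera with Benjamini-Hochberg adjustment), and unsaturated fatty acid biosynthesis −0.12 over 32 genes (adjusted p = 0.00797). Fry gave an adjusted p-value of 0.0384 for each of the smaller lists, and the estimated correlation gave 0.0520 for thioesterases and 0.0611 for unsaturated fatty acids (Benjamini-Hochberg adjustment). The mean of the unsaturated fatty acid list was −0.22 without DKO replicate 4. At an unadjusted p-value under 0.05, 9 PPAR signaling genes were lower and 0 higher, and 18 fatty acid metabolism genes were lower and 6 higher. Against all genes tested, the odds that a member was among the lower genes were 6.51 times those of other genes for PPAR signaling (Fisher's exact test, one-sided, p = 2.8e-05) and 6.60 times for fatty acid metabolism (p = 3.3e-09), a test that treats genes as independent. No gene of these 4 lists passed an adjusted p-value of 0.05, either over all genes tested or adjusted over the list alone. The smallest p-value in both longer lists was that of the fatty acid binding protein gene Fabp4 (ENSMUSG00000062515), with a log2 fold change of −1.55 (standard error 0.42, adjusted p = 0.454 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acsm1 (ENSMUSG00000033533), a medium-chain acyl-CoA synthetase gene of the fatty acid list, went the other way, with a log2 fold change of 1.55 (standard error 0.42).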

Notably, genes for fatty acid metabolic processes and the PPAR signaling pathway are downregulated in the absence of Atf3 (Supporting informations S2, S3). 

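The fatty acid elongase gene Elovl7 (ENSMUSG00000021696, chromosome 13 from 108350938 to 108422217) had 0.389 ± 0.293 CPM (SD, n = 4) in WT, 32.4 ± 4.90 in SKO and 7.79 ± 5.35 in DKO livers. Its log2 fold change between DKO and SKO livers was −2.04 (standard error 0.57, unadjusted p = 0.00465, adjusted p = 0.469 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without DKO replicate 4 the log2 fold change was −1.67 with an adjusted p-value of 0.0152 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and without any other single liver the adjusted p-value was 0.523 to 0.906. Clpx (ENSMUSG00000015357, chromosome 9 from 65201542 to 65237940), which encodes a subunit of a mitochondrial protease, had 106 ± 17.1 CPM in WT, 92.3 ± 29.4 in SKO and 226 ± 102 in DKO livers. It rose by a log2 fold change of 1.31 from SKO to DKO (standard error 0.31, unadjusted p = 0.00168, adjusted p = 0.396 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene of the ApoB receptor, Apobr (ENSMUSG00000042759, chromosome 7 from 126184114 to 126188284), had 2.16 ± 0.647 CPM in WT, 8.09 ± 2.20 in SKO and 2.42 ± 0.759 in DKO livers. From SKO to DKO its log2 fold change was −1.71 (standard error 0.28, unadjusted p = 1.0e-04, adjusted p = 0.167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of these 3 genes the ranges of the DKO and SKO livers did not overlap, which a share of 0.0286 of the ways to group 8 livers gives by chance. DESeq2's Wald test gave Benjamini-Hochberg adjusted p-values of 0.0213 for Clpx, 1.5e-05 for Apobr and 0.247 for Elovl7. Over the alternatives, including the fits that each left out 1 liver, the adjusted p-value ranged from 0.0152 to 0.906 for Elovl7, from 0.0213 to 0.824 for Clpx and from 1.5e-05 to 0.454 for Apobr. In the same comparison, Gpnmb had a log2 fold change of −1.65 (standard error 0.68) and Mmp27 of −2.61 (standard error 0.47), with adjusted p-values of 0.734 and 0.182 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The authors' deposited comparison, with columns named as DESeq2 writes them, gives adjusted p-values of 0.720 for Gpnmb and 1.7e-05 for Mmp27. Of the 28 genes that the paper names and the table holds, 6 had an unadjusted p-value under 0.05 between DKO and SKO livers, and 0 an adjusted p-value under 0.05 over all genes tested. Adjusted over the list alone, 4 did, Apobr (0.00294), Mmp27 (0.00305), Clpx (0.0157) and Elovl7 (0.0325, edgeR's quasi-likelihood test), which is not independent evidence because the study chose these genes on these livers.

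**Figure D1:**
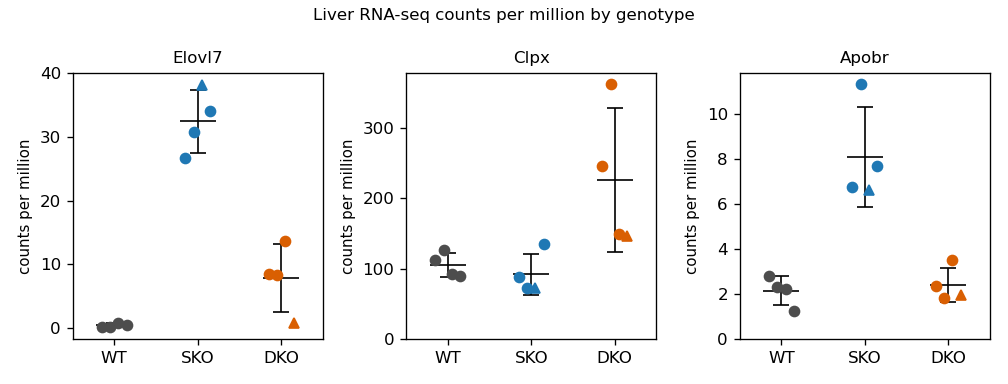
CPM of Elovl7, Clpx and Apobr in each of the 4 WT, 4 SKO and 4 DKO livers. Each symbol is 1 liver, triangles are the livers with Xist counts, bars are means and error bars are SDs, and the mean of Elovl7 is 32.4 in SKO and 7.79 in DKO livers.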

Significantly changed genes relevant to lipid metabolism included Elovl7, ClpX, ApoB receptor, and others; to further assess the sex differences in the single and double KOs, we quantified the liver mRNA of these genes in males and females through RT-qPCR (Supporting information S4). These data show the requirement of ATF3 in the transcriptional response to hepatic metabolic stress.

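Against the 4 WT livers, 4576 of 14261 genes tested in SKO livers had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 2378 higher and 2198 lower. In DKO livers 1510 of 14448 genes did, 876 higher and 634 lower. The number in DKO livers was 5253 without DKO replicate 4 and 244 without WT replicate 2, and the number in SKO livers stayed between 3617 and 4711 when any 1 liver was left out. Among the 14097 genes tested in both comparisons, 1311 were called in both, and all 1311 changed in the same direction. The log2 fold changes of both comparisons correlated with r = 0.865 across these genes, but both use the same WT livers. In 10 simulations without any change between groups, that sharing alone gave a median r of 0.503 and 0 genes called in both. The simulations hold no difference between the WT line, labelled as floxed for Cpt1a, Cpt1b and Cpt2, and the KO lines. Such a difference would enter both comparisons, and the positions given below, in the same direction and cannot be told apart from loss of Cpt2. Gpnmb rose by a log2 fold change of 7.24 from WT to SKO livers and by 5.59 from WT to DKO livers, and in both comparisons it is among the 5 largest rises of genes past the threshold whose groups did not overlap. A list of 30 genes of the integrated stress response, 26 of them tested against WT, had a mean log2 fold change of 1.16 in SKO and 1.14 in DKO livers (adjusted p = 4.0e-06 and 2.5e-06, camera with Benjamini-Hochberg adjustment). Between DKO and SKO livers its mean was −0.047 over 27 tested genes (adjusted p = 0.457, camera with Benjamini-Hochberg adjustment). That mean was 0.043 without DKO replicate 4. It was −0.028 in only the livers with Y-linked counts and −0.13 with the presence of Xist counts as a covariate, settings added after the data had been seen. Each liver was also placed on a scale from 0, the mean of WT livers, to 1, the mean of SKO livers, over the 500 genes that differed most between WT and SKO. The genes were chosen in one part of the WT and SKO livers and scaled by the other, and no liver served as its own reference. The position was 1.01 ± 0.169 (SD, n = 4) in SKO and 0.753 ± 0.312 in DKO livers, a difference of −0.26 that lies within the spread between livers (exact permutation test over 70 regroupings, two-sided, p = 0.2, smallest possible p = 0.0286). DKO replicates 1 to 4 lay at 0.866, 0.955, 0.903 and 0.289. Without replicate 4, the mean of the DKO livers was 0.908 ± 0.0447 and the difference from SKO livers −0.10 (exact permutation test over 35 regroupings, two-sided, p = 0.429). SKO and DKO livers both lay above every WT liver (exact permutation test, two-sided, p = 0.0286 for each, the smallest p that 4 against 4 livers allow). From its RNA-seq data and the RT-qPCR of Supporting information S4, the paper concludes that the transcriptional response to hepatic metabolic stress requires ATF3.

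**Figure D2:**
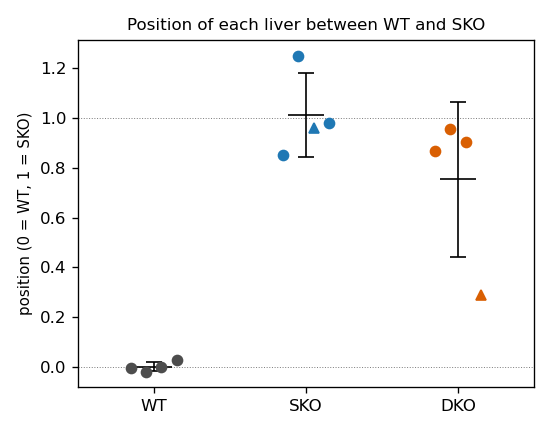
Position of each of the 4 WT, 4 SKO and 4 DKO livers between the mean of WT livers (0) and the mean of SKO livers (1). Each symbol is 1 liver, triangles are the livers with Xist counts, bars are means and error bars are SDs, and DKO replicate 4 lies at 0.289 while the other DKO livers lie between 0.866 and 0.955.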

Our final experiments sought to corroborate the sex-specific differences in hepatic ApoA4 regulation by assessing the downstream impacts of altered hepatic ApoA4 mRNA expression. Much like the Western blots in our initial screening of serum proteins, both male and female Cpt2 SKOs demonstrated high amounts of circulating ApoA4 compared to WTs (Fig. 7*C*). We observed a slight decrease in circulating ApoA4 for female DKOs compared to SKOs, a difference not seen in male DKOs. This was consistent with RT-qPCR data (Fig. 7*B*). Finally, we assessed the role of ATF3 in affecting circulating triglycerides. Whereas the serum triglyceride in male DKOs did not differ significantly from either SKO or WT groups, female DKOs demonstrated reduced serum triglyceride levels compared to SKOs (Fig. 7*F*). Although serum triglyceride levels are impacted by a wide range of factors and cannot be attributed definitively to ApoA4, these data reflect the sexual dimorphism of Atf3 and ApoA4 regulation in models of hepatic stress and may help resolve differences between males and females to metabolic dysfunction.

## Discussion

In this study, we observe the upregulation of both ApoA4 and Atf3 in disparate genetic models of metabolic enzyme deficiencies. Until now, the connection between these two genes was unexplored. Yet, existing literature reveals many functional similarities in the context of hepatic metabolism. ApoA4 deficiency in mouse and rat models aggravated diet-induced obesity and caused pronounced hepatic steatosis (11, 12), as did both global and liver-specific ablation of Atf3 (19). Furthermore, studies overexpressing either ApoA4 or Atf3 in mice increased hepatic lipolysis and fatty acid oxidation (11, 28). In models with defective fatty acid oxidation and severe hepatic steatosis like our Cpt2^L−/−^ mice, the upregulation of proteins with such protective attributes is unsurprising. This study reveals a novel connection between Atf3 and ApoA4; we propose that increased Atf3 from hepatic stress triggers ApoA4 expression through a novel liver-specific pathway, distinct from traditional ApoA4 regulation.

ApoA4 is primarily expressed in the small intestine during lipid absorption after a meal, with minor expression in the liver (26). However, our data show that catabolic states (*e.g*., 24-h fast, KD) induce an immense upregulation of liver ApoA4 in multiple mouse models with dysregulated metabolism; this suggests a novel regulatory pathway for hepatic ApoA4 in response to stress. Juxtaposing the severity of metabolic stress with the levels of ApoA4 expression in different models emphasizes the biological value of inducing ApoA4 where lipid metabolism is concerned; for example, on the HFD, Cpt2^L−/−^ mice demonstrate increased levels of ApoA4 liver mRNA when compared to chow-fed Cpt2^L−/−^ mice. This contrasts with the PCx^L−/−^ HFD group and could be attributed to the Cpt2^L−/−^ model’s restriction of lipid catabolism and a resulting lower tolerance for the HFD in Cpt2^L−/−^ mice. However, we still see hepatic ApoA4 upregulation in 24 h-fasted and KD PCx^L−/−^ mice, the latter of which demonstrated fatal metabolic stress (6).

Liver ApoA4 mRNA data are largely reflected in serum ApoA4 levels; however, there is an interesting disparity with 24 h-fasted PCx^L−/−^ mice. Although RT-qPCR shows significant ApoA4 mRNA upregulation in 24-h-fasted PCx^L−/−^ mice (Fig. 3*B*), the increase in serum protein for this group is not significant on an ApoA4 Western blot (Fig. 1, *B* and *C*). Based on the role of ApoA4, one may reason that the export of hepatic lipids into the serum is connected to the difference in ApoA4’s protein distribution between models. Although Cpt2^L−/−^ mice present with hepatic steatosis upon prolonged fasting (4), PCx^L−/−^ livers retained a normal appearence (6). Furthermore, increases in circulating triglycerides are observed in Cpt2^L−/−^ mice (4), but we found no changes in serum triglyceride for 24 h-fasted PCx^L−/−^ mice (6). These differences might be expected given that the PCx^L−/−^ model does not disturb fatty acid oxidation as the Cpt2^L−/−^ model does; perhaps it is the lack of these additional stressors that prevent a complete induction of ApoA4 activity. Where exaggerated hepatic lipid export is not needed, a secondary regulatory mechanism (*e.g.*, translational repression or increased protein turnover) could potentially prevent hepatic ApoA4 transcribed in the fasted state from reaching the serum of PCx^L−/−^ mice. Nevertheless, there is clearly an initial stress trigger for the transcriptional upregulation of ApoA4.

A study in humans revealed serum ApoA4 levels to be positively associated with age, and additional analyses showed a significant sex effect with enrichment of serum ApoA4 in males (29). Here, we revealed a sex-specific difference in the link between Atf3 and ApoA4 expression; in our examination of both Atf3-overexpressing and KO mice, evidence points to a closer correlation between changes in Atf3 and ApoA4 expression in female mice. How this interaction is mediated, however, is still unknown. Revisiting the sex differences in liver mRNA between models (Fig. 7*B*): while ERRα has no relation to the estrogen receptor or other sex hormone signaling systems in practice, there stands a possibility for its involvement in the sex-specific differences of hepatic ApoA4 regulation. However, it is worth noting the small scale of these differences in female mice compared to CREB3L3 and CREB3; the biological relevance of the ERRα mRNA variation is less clear. Comparing the liver mRNA of these genes between males and females, the sex-specific difference in ApoA4 expression could plausibly be driven by CREB3 expression in the Atf3^L−/−^/Cpt2^L−/−^ model. This inference considers the extensive crosstalk within the CREB/Atf family, linking hepatic Atf3 deficiency in females to the obstructed induction of CREB3 on a Cpt2^L−/−^ background.

Atf3 is rapidly induced in several tissues in response to stress signals, and as an immediate-early gene, it is involved in various signaling pathways (30). This wide range of activity could be attributed to Atf3’s many potential sites for posttranslational modification (30), or that it can act as a transcriptional activator or repressor depending on its binding partner. For example, Atf3 homodimers repress transcription, and heterodimers with partners such as c-Jun and other CREB/Atfs can activate its target promoters (16, 31). Even promoters without Atf3 binding sites could be activated by Atf3 expression *via* mechanisms like sequestering suppressive factors (31).

ATF3-AAV–injected mice vastly overexpressed hepatic Atf3 mRNA compared to GFP controls, although to a much higher magnitude in males than females. Given the documented suppressive effect of Atf3 dimers, it stands to reason that the excessive upregulation of Atf3 in male mice could result in a decreased ApoA4 response *via* the transcriptional repression of intermediate actors; however, we did not observe this for at least two known ApoA4 regulators (CREBH, LUMAN). Extending beyond transcription, it is also possible that high levels of Atf3 protein could sequester and thus alter the activity of other ApoA4 transcriptional regulators, independent of mRNA or protein levels.

Conflicting research exists attributing both protective and detrimental roles to Atf3 in hepatic metabolism. Studies using the TTR-ATF3 vector for Atf3 overexpression, for example, report repressed gluconeogenesis and symptoms of liver dysfunction in transgenic mice (18, 19). Because this vector also targets the pancreas, the overexpressed Atf3 could also play a role in stress-induced beta cell apoptosis (32); this impact of Atf3 on the pancreas could subsequently contribute to the issues in hepatic metabolism associated with persistent high Atf3 expression in ZDF rats and in humans with nonalchoholic fatty liver disease and/or diabetes (16). Notwithstanding the organ-specific effects of Atf3, recent studies specifically focused on liver metabolism still report divergent roles of Atf3 in hepatic stellate and macrophage cells. Overexpression of Atf3 in isolated LX-2 cells by Li *et al.* promoted increased stellate cell migration, and *in vivo* Atf3 knockdown in *Schistosoma japonicum*–infected mice reduced liver fibrogenesis (33). On the other hand, Hu *et al.* report that Atf3 *overexpression* in hepatic macrophages decreased fibrogenesis in addition to decreasing hepatic lipid accumulation and increasing genes involved with lipolysis and fatty acid oxidation (34). These results reinforce the similarities between the metabolic effects of liver Atf3 and ApoA4 and indicate precision in the hepatic regulation of these proteins at the cellular level.

In conclusion, this study identifies a distinct role of hepatic ApoA4 in multiple models of metabolic stress and reveals a novel connection between ApoA4 and Atf3 with sex-specific differences. The multifaceted roles of both proteins within and beyond liver metabolism underscore the merit of continued investigation into the link between Atf3 and ApoA4.

## Experimental procedures

### Mouse models

Current and previous lab members developed the C57BL6 mouse lines from which the samples in the protein screen were acquired; to generate liver KOs, floxed mice were bred to Albumin-Cre mice previously described (4, 5, 6, 15). Here, we generated Atf3-floxed mice. C57BL/6N-Atf3<tm2a (EUCOMM)WTs from the European Conditional Mouse Mutagenesis consortium was first bred to Flpe germline deleter mice (Jax #5705) to obtain mice with a floxed Atf3. Genotyping primers used to confirm floxed genes and detect Cre recombinase alleles are listed in Table S1. Mice were housed in ventilated racks with a 14 h-light/10 h dark cycle, and fed a standard chow diet (2018SX, Envigo Teklad Diets), KD (AIN76A-Modified, High Fat, Paste; F3666, Bio-Serv), or a 60% HFD (#D12492, Research Diets) as previously described (5, 6). Prior to sacrifice, mice were fasted for either 4 h (11 AM–3 PM) or 24 h (3 PM–3 PM) with water provided *ad libitum*. To overexpress hAtf3 in WT mice, we retro-orbitally injected $2\times 10^{11}$ genome copies of an adeno-associated virus vector 8 containing either TBG-eGFP (SKU: VB1743, Vector BioLabs) or Flag-ATF3 driven under the Albumin promoter (Vector BioLabs). One-week post-AAV injection, we collected blood from the tail vein in the 4-h-fasted state. We sacrificed AAV-treated mice in the 24 h-fasted state 2 weeks postinjection. All procedures were performed in accordance with the NIH’s Guide for the Care and Use of Laboratory Animals and under the approval of the Johns Hopkins School of Medicine Animal Care and Use Committee.

### Coomassie staining

Serum was collected and spun at 10,000 RCF for 10 m. Supernatant was collected and stored at −80 °C until use. Samples were prepared using 4x Laemmli sample buffer (Bio-Rad) according to manufacturer protocol. One microliter of serum per well was loaded onto 4 to 15% Criterion TGX Precast Midi Protein Gels (Bio-Rad) and run at 200 V for approximately 40 m. At this point, gels were extracted from the casing. The gels were washed in deinonized water and stained using SimplyBlue SafeStain (Invitrogen) according to manufacturer’s High-Sensitivity Protocol. Imaging was conducted on an Alpha Innotech Multi ImageIII instrument.

### Western blot

For liver protein Western blotting, proteins were extracted using radioimmunoprecipitation assay lysis buffer with cOmplete protease inhibitor (#11836170001, Roche) and PHOSSTOP phosphatase inhibitor (#4906847001, Roche), and tissues were fully lysed through bead homogenization. Concentrations of liver protein homogenates were assessed and adjusted to 50 ul/well following Pierce bicinchoninic acid assay Protein Assay (#23227, Thermo Fisher Scientific). SDS-PAGE gels were run according to the Coomassie stain procedure up to the gel extraction step. Proteins transfer from SDS-PAGE gels to polyvinylidene difuoride membranes facilitated using the TurboBlot Transfer system (Bio-Rad). Ponceau S staining (#59803, Cell Signaling) for 10 min was used to verify consistent protein transfer. Following ponceau stain, membranes were washed thrice in Tris-buffered saline with Tween-20 (TBST) for 5 min each, and blocked with 5% nonfat milk in TBST for 2 h at room temperature. After another 3 × 5 m TBST washes, blots were incubated with primary antibodies in 3% bovine serum albumin overnight at 4 °C; ApoA4 (#AF8125, R&D systems), Atf3 (#33593, Cell Signaling), and HSC70(sc-7298, Santa Cruz). Blots were incubated with secondary antibodies in 5% milk for 2 h at room temperature: ApoA4 (anti-sheep horseradish peroxidase, #A3415, Sigma), Atf3 (anti-rabbit horseradish peroxidase, #7074S, Cell Signaling), HSC70 (Anti-Mouse Cy3, M30010, Thermo Fisher Scientific). Antibodies were previously validated (35). Amersham ECL Select (Cytiva) was used for imaging on an Alpha Innotech Multi ImageIII instrument. The Alpha Innotech AlphaView software was used for quantitation of Western blot bands, normalizing to local background to account for variable exposure. Further data analysis was conducted using Excel and GraphPad prism (https://www.graphpad.com).

### Reverse transcription-quantitative PCR

Tissue samples were collected, flash-frozen, and stored at −80 °C. Tissues were homogenized in Trizol reagent (Invitrogen). Total RNA was extracted by preparation according to Qiagen protocol, followed by the Qiagen RNeasy mini kit. RNA quality was assessed by Nanodrop.

Complemenatry DNA was synthesized from 2 ug RNA using the High-Capacity complemenatry DNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitative PCR was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) following manufacturer recommendations. *Cyclophilin* A and *18s* were used to normalize Cq values; additional primers used are listed in Table S1. RT-qPCR data analysis was performed on Excel and GraphPad PRISM.

### Triglyceride assays

Serum samples were collected, flash-frozen, and stored at −80 °C until use. Serum triglycerides were measured using the Infinity Triglycerides Stable Liquid Reagent kit (Thermo Fisher Scientific, TR-22421) and a glycerol standard solution (MilliporeSigma, G7793). Data were collected using an Agilent Biotek Gen5 microplate reader and imagine software (ver. 3.13; www.agilent.com) and processed using GraphPad PRISM.

## Data availability

GEO accession: GSE288486.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Activating transcription factor 3 regulates hepatic apolipoprotein A4 upon metabolic stress
**Source:** J Biol Chem. 2025 Mar 28;301(5):108468. doi: 10.1016/j.jbc.2025.108468
**Supplement:** Supplemetary Table 1

## Supporting Information Table 1. Genotyping and RT-qPCR primer sequences for all genes.

| Genotyping Primers                                      |              |                               |                                 |
|---------------------------------------------------------|--------------|-------------------------------|---------------------------------|
| Gene Name                                               | Abbreviation | Forward primer                | Reverse primer                  |
| Cre Recombinase                                         | Cre          | CCAGCTAAACATGCTTCATCG         | CTAACCAGCGTTTTCGTTCTG           |
| Carnitine palmitoyltransferase 2                        | Cpt2         | CAACTCGTATACCCAAACCCAGTC      | GTTCCCATCTTGATCGAGGACATC        |
| Activating Transcription Factor 3                       | Atf3         | CAC TGC AGC TGT CTT TAG       | ATC AGT GAA CTG ATG GCG         |
| RT-qPCR Primers                                         |              |                               |                                 |
| Gene Name                                               | Abbreviation | Forward primer                | Reverse primer                  |
| Cyclophilin A                                           | CycloA       | TCCGACTGTGGACAGCTCTA          | ATTGCGAGCAGATGGGGTAG            |
| 18s                                                     | 18S          | GCAATTATTCCCCATGAACG          | GGCCTCACTAAACCATCCAA            |
| Apolipoprotein A4                                       | ApoA4        | CCA GCT AAG CAA CAA TGC C     | TGG AAG AGG GTA CTG AGC TGC     |
| Apolipoprotein A1                                       | ApoA1        | AGA AGA GCT GGA CAC CCA GA    | CAC CAC AGC TTT CAT CCT GA      |
| Apolipoprotein A5                                       | ApoA5        | GAC ACC TAC CTG CAG ATT GCT G | TTC CCA CAG GTC GTC CAG TCG     |
| Apolipoprotein B                                        | ApoB         | CAA GCA CCT CCG AAA GTA       | CAC GGT ATC CAG GAA CAA         |
| Apolipoprotein C3                                       | ApoC3        | GCA TCT GCC CGA GCT GAA GAG   | CTG AAG TGA TTG TCC ATC CAG C   |
| Apolipoprotein E                                        | ApoE         | CTC CCA AGT CAC ACA AGA ACT G | CCA GCT CCT TTT TGT AAG CCT TT  |
| Activating Transcription Factor 3                       | Atf3 qPCR    | CCC TGA AGA AGA TGA GAG       | TCA GCA TTC ACA CTC TCC         |
| Activating Transcription Factor 1                       | Atf1         | GATTCCCACAAGAGTAACACGAC       | CCTATGCTGTCAGATGAGTCCT          |
| Activating Transcription Factor 2                       | Atf2         | CCGTTGCTATTCTGCATCAA          | TTGCTTCTGACTGGACTGGTT           |
| Activating Transcription Factor 4                       | Atf4         | ATG GCG CTC TTC ACG AAA TC    | ACT GGT CGA AGG GGT CAT CAA     |
| Activating Transcription Factor 5                       | Atf5         | CTG GCT CCC TAT GAG GTC CTT G | GAG CTG TGA AAT CAA CTC GCT CAG |
| Activating Transcription Factor 6 (Aka Creb1)           | Atf6         | TGGAGCAGGATGTCCCGTT           | CTGTGGAAGATGTGAGGACTC           |
| Activating Transcription Factor 7                       | Atf7         | ATGGGAGACGACAGACCGTT          | GGCGTTTGATCTGCAATGATGA          |
| cAMP Response Element Binding Protein (CREB) 1          | CREB         | AGCAGCTCATGCAACATCATC         | AGTCCTTACAGGAAGACTGAACT         |
| CREBH/CREB3L3 (mouse)                                   | CREB3L3      | CCTGTTTGATCGGCAGGAC           | CGGGGGACCATAATGGAGA             |
| CREB3/LZIP/LUMAN (mouse)                                | CREB3        | AAGGCTCCGCTGGACTTAGA          | TGTGGAAGGGAGTAGTTGTGA           |
| CREB 5                                                  | CREB5        | AGGATCTTCTGCCGTCTTGAT         | GCGCAGCCTTCAGTCTCAT             |
| cAMP response element modulator                         | CREM         | TTGCCCCAAGTCACATGGC           | ACTGCGACTCGACTCTCAAGA           |
| c-Jun                                                   | c-Jun        | GTCTCCATAAATGCCTGTTCC         | GATGCAACCCACTGACCAGAT           |
| JunB                                                    | JunB         | TCACGACGACTCTTACGCAG          | CCTTGAGACCCCGATAGGGA            |
| Carnitine palmitoyltransferase 2                        | Cpt2         | CAACTCGTATACCCAAACCCAGTC      | GTTCCCATCTTGATCGAGGACATC        |
| ELOVL family member 7                                   | Elovl7       | CATCGAGGACTGTGCGTTTTT         | CCAGGATGATGGTTTGTGGCA           |
| Matrix metalloproteinase 27                             | Mmp27        | GCCTTGATGTTCCCCAATTACA        | GCTTGGTGGTTACCTTAGGTGG          |
| Apolipoprotein B receptor                               | Apobr        | TGGGCTACATCAGGCTTTGAG         | CTCTCCTACAACCTTCCCCTC           |
| Caseinolytic peptidase X (E.coli), transcript variant 1 | Clpx         | TCCGCGCAGAGAGGTATTTC          | GGCAAAGTATGCTGGTGTCTTCT         |
| Glycoprotein nmb                                        | Gpnmb        | AGAAATGGAGCTTTGTCTACGTC       | CTTCGAGATGGGAATGTATGCC          |

# Supplementary material for: Activating transcription factor 3 regulates hepatic apolipoprotein A4 upon metabolic stress
**Source:** J Biol Chem. 2025 Mar 28;301(5):108468. doi: 10.1016/j.jbc.2025.108468

## SUPPORTING INFORMATION FIGURE LEGENDS

**Supporting Information 1. Liver mRNA and protein in Atf3-overexpressing mice.** RT-qPCR was used to assess mRNA abundance of Atf1-7, CREB, CREB3, CREB3L3, CREB5, CREM, c-Jun, and JunB in 24-hour fasted female (**SI1a**) or male (**SI1b**) mice injected with ATF3-AAV or eGFP-AAV. Statistical significance determined by multiple unpaired t tests with Welch's correction and no correction for multiple comparisons (GraphPad PRISM). Data are expressed as mean  $\pm$ SD. \* $p < 0.05$ . (**SI1c**) Male mice were assessed for increased liver Atf3 protein by Western Blot followed to confirm excess hepatic Atf3 protein with HSC70 loading control. (n=4)

**Supporting Information 2. Gene Ontology (GO) plots comparing the RNA abundance of different gene groups in Atf3<sup>L-/</sup>/Cpt2<sup>L-/</sup> and Cpt2<sup>L-/</sup> livers.**

**Supporting Information 3. KEGG plots comparing RNAseq data from Atf3<sup>L-/</sup>/Cpt2<sup>L-/</sup> and Cpt2<sup>L-/</sup> livers.**

**Supporting Information 4. Liver mRNA for Atf3<sup>L-/</sup>/Cpt2<sup>L-/</sup> liver double knockouts compared to floxed and single knockout groups.** RT-qPCR was used to assess mRNA abundance of Elovl7, Clpx, Gpnmb, CREB5, Apob, and ApoB (**SI4**) in 24-hour fasted floxed, Cpt2<sup>L-/</sup>, and Atf3<sup>L-/</sup>/Cpt2<sup>L-/</sup> mice. Statistics determined by ordinary one-way ANOVA with the Brown-Forsythe test, Bartlett's test, and Bonferroni Multiple Comparisons test, conducted with GraphPad PRISM; n=6.

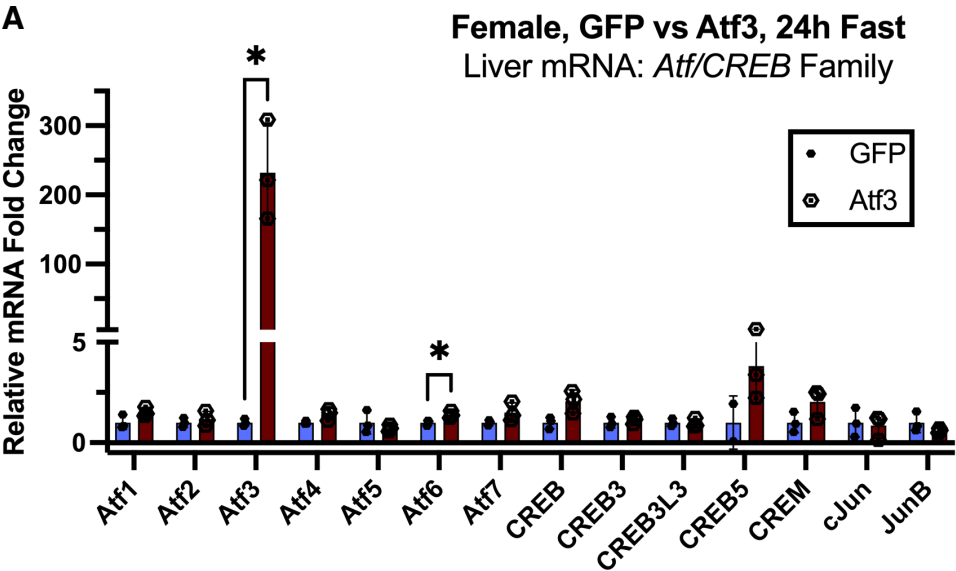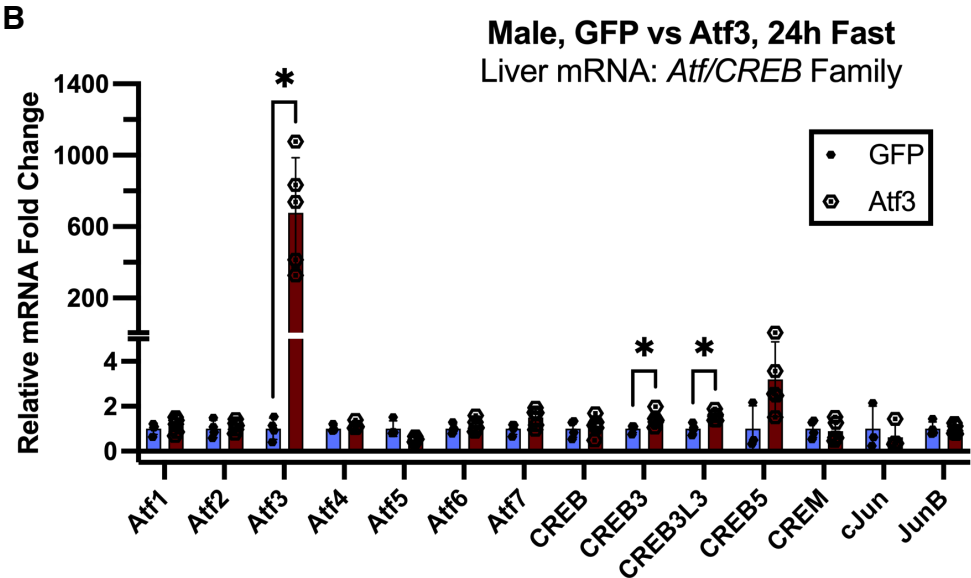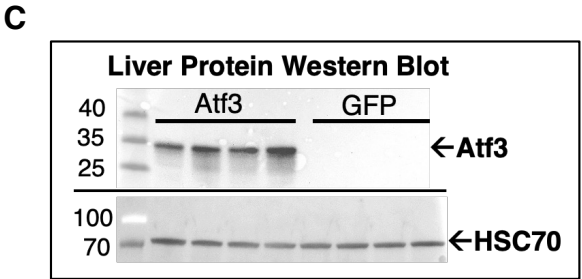

**Atf3/Cpt2<sup>L-/-</sup> vs. Cpt2<sup>L-/-</sup>**  
Gene Ontology (GO): Downregulated genes

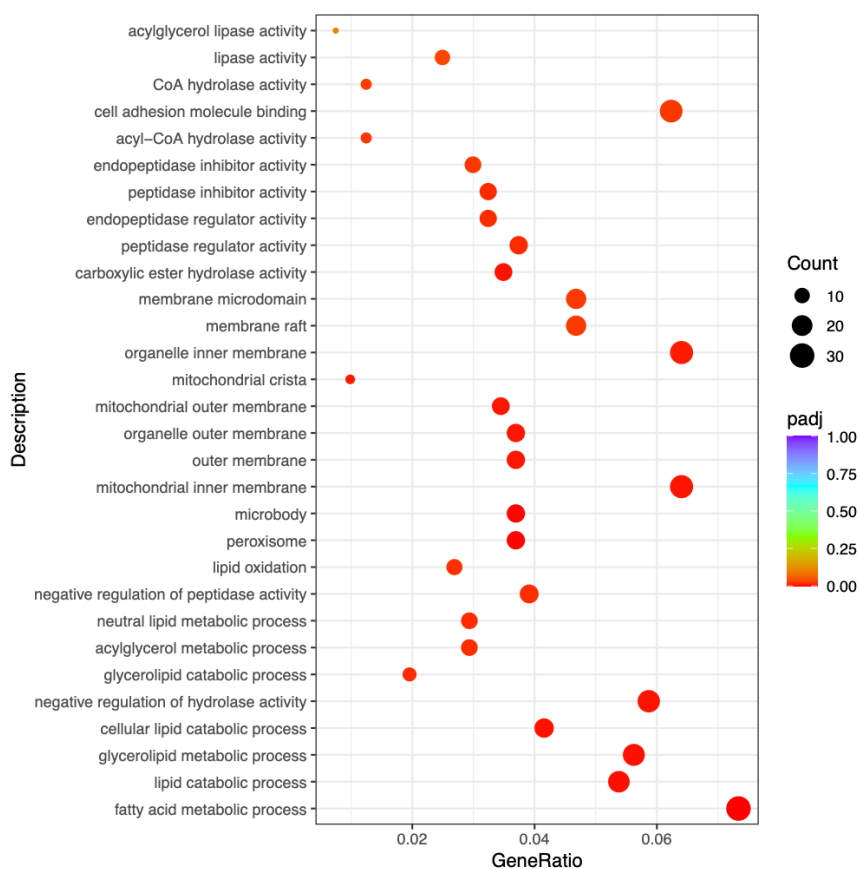

**Atf3/Cpt2<sup>L-/-</sup> vs. Cpt2<sup>L-/-</sup>**  
Gene Ontology (GO): Upregulated genes

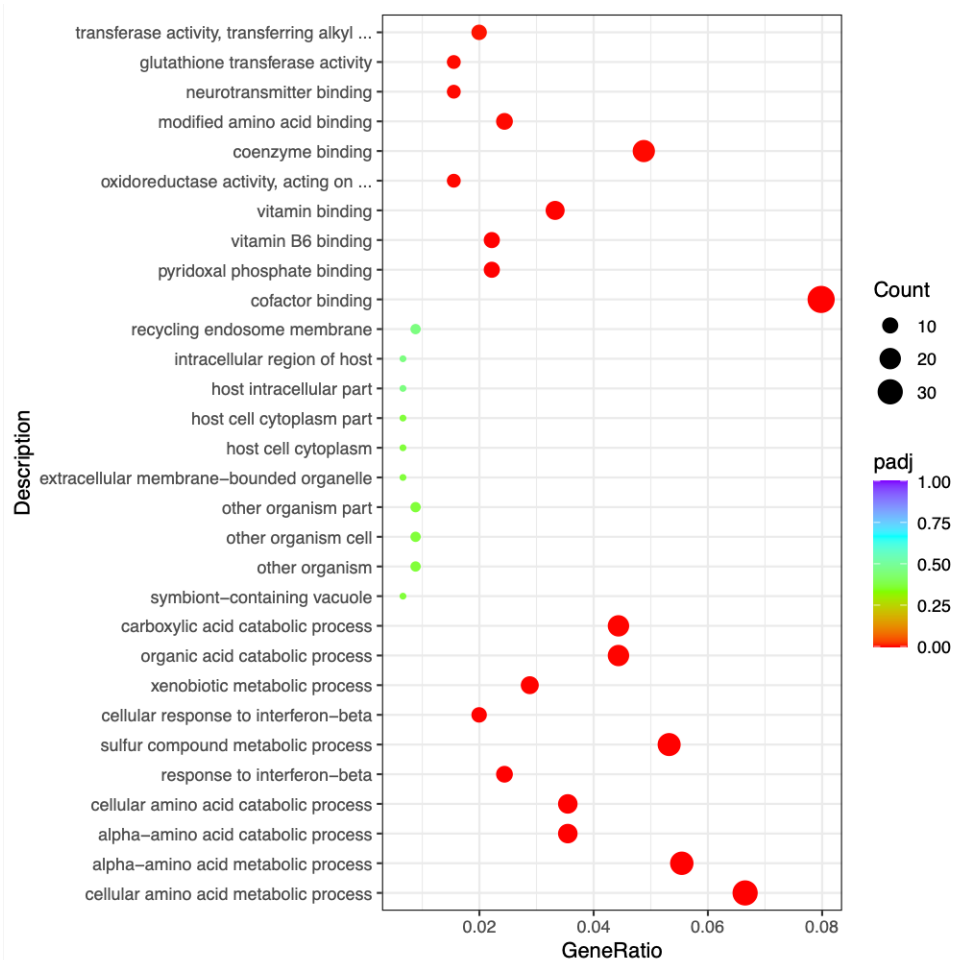

**Atf3/Cpt2<sup>L-/-</sup> vs. Cpt2<sup>L-/-</sup>**  
KEGG: Downregulated genes

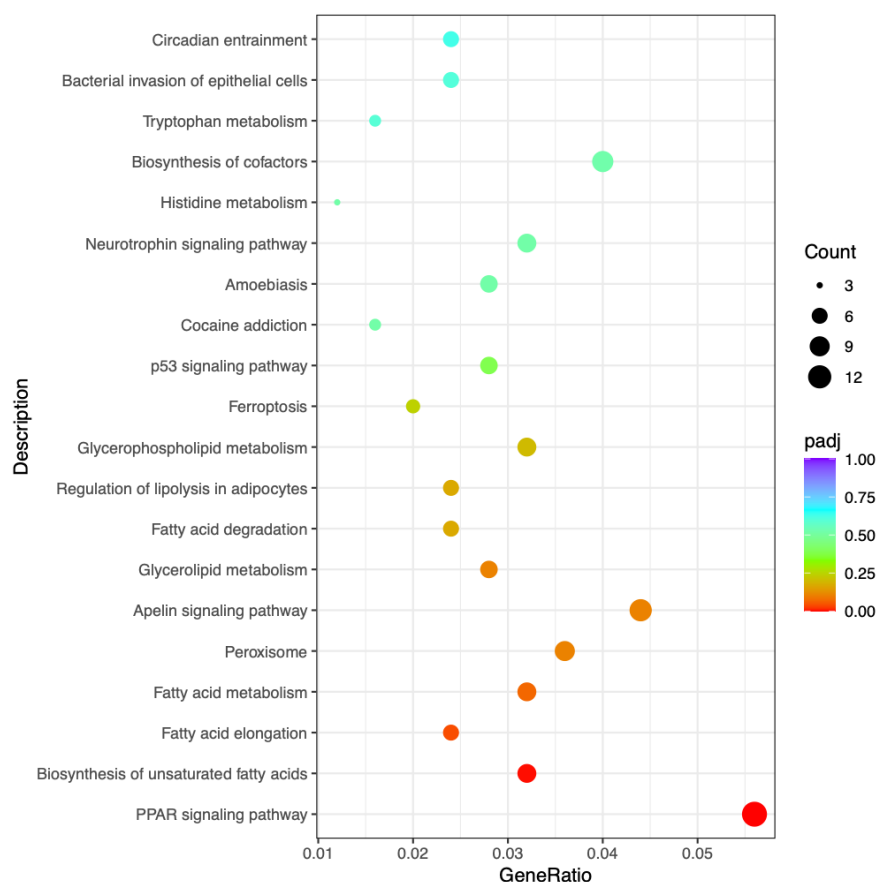

**Atf3/Cpt2<sup>L-/-</sup> vs. Cpt2<sup>L-/-</sup>**  
KEGG: Upregulated genes

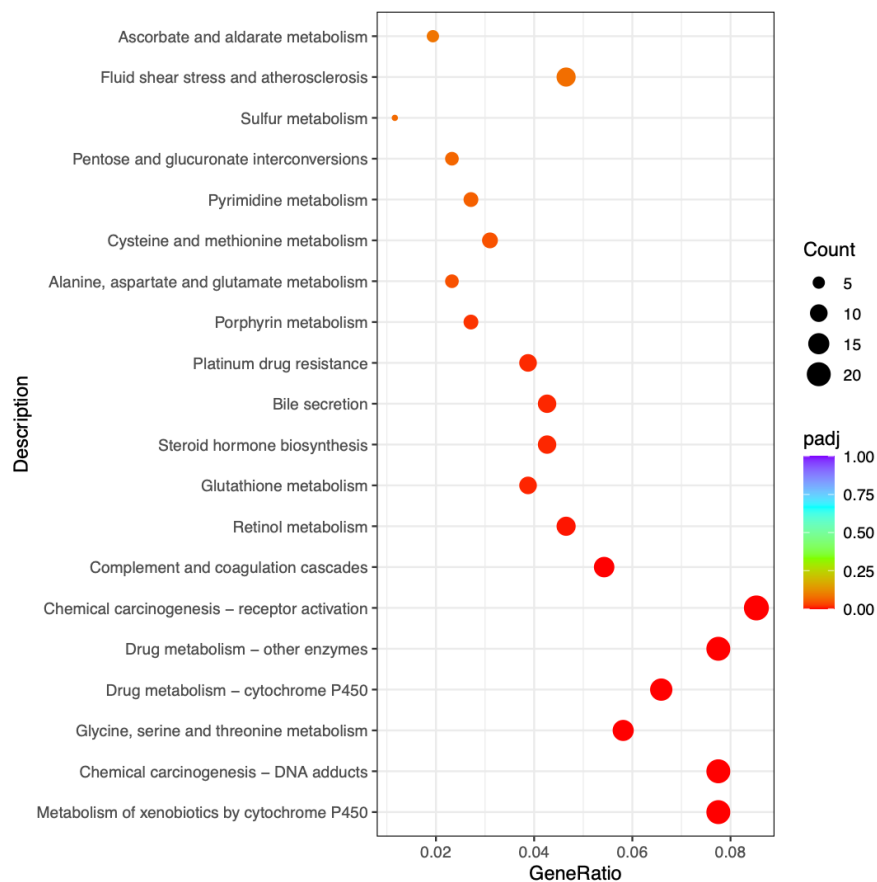

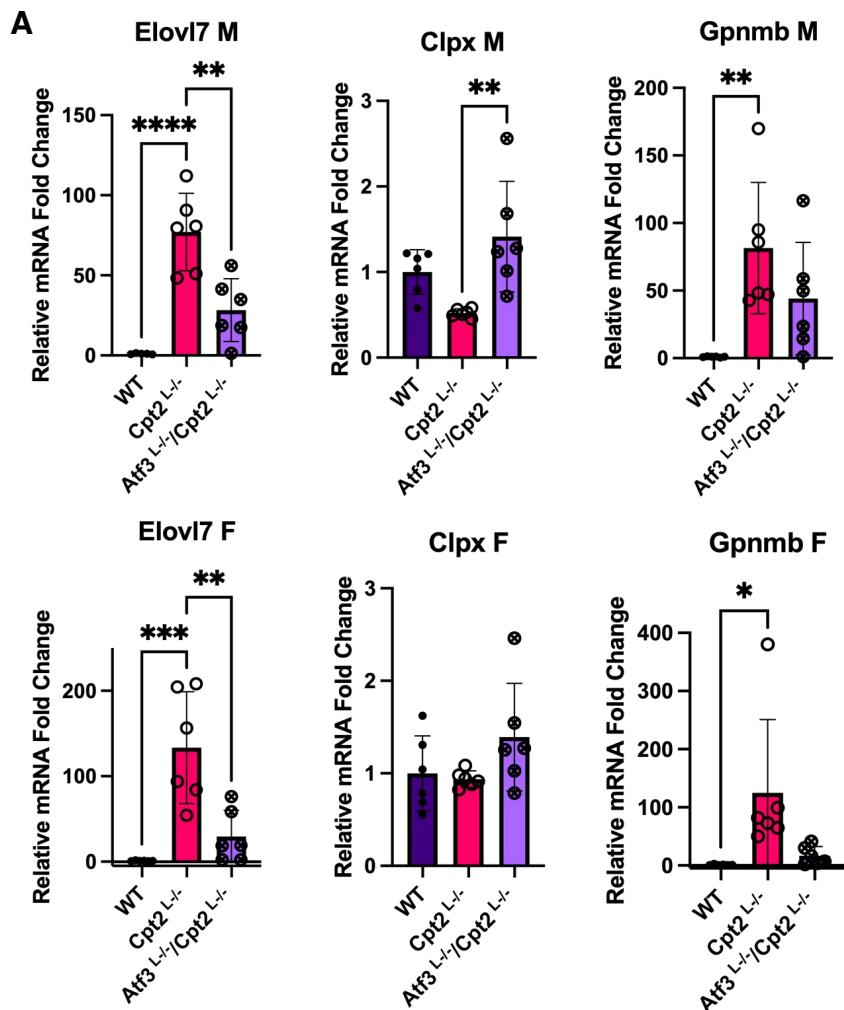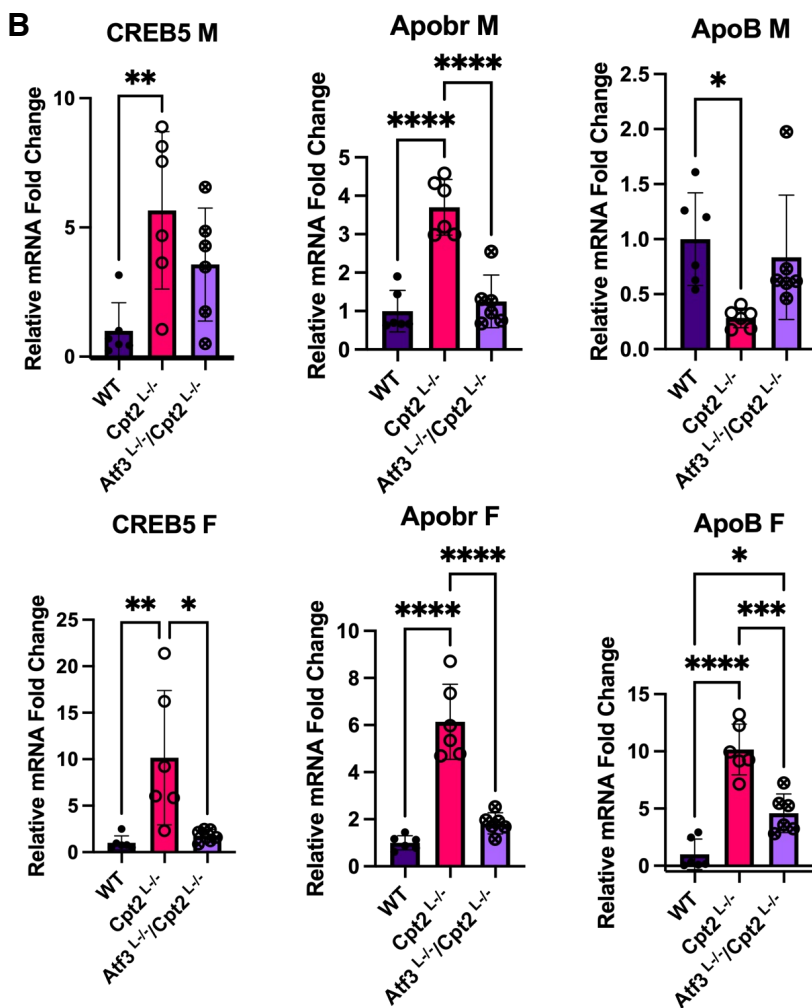

**Supplement:** Supplementary Figs

How the deposited data were processed for this re-analysis (not part of the article)

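Gene expression was measured by RNA-seq in the livers of 24 h-fasted mice, 4 Atf3/Cpt2 liver double KOs (DKO), 4 Cpt2 liver single KOs (SKO) and 4 floxed controls (WT). The deposited labels give the controls as floxed for Cpt1a, Cpt1b and Cpt2, while the paper describes the controls of its RT-qPCR as floxed for Atf3 and Cpt2. Each liver was taken as the genotype that its label gives, and no liver was left out of the main results, including the pair with Xist counts. The labels give no collection date, batch or sex per liver.

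The authors deposited raw counts of reads per Ensembl gene, as deposited without normalization, for 56748 genes. The deposited labels name Novogene for library preparation and sequencing, and neither they nor the paper's text names the aligner, the counting program or the annotation release, while the gene coordinates are those of GRCm39. The authors also deposited log2 fold changes of each pair of groups, made from counts scaled by size factors of the 8 livers compared, with columns named as DESeq2 writes them. The deposited tables hold the authors' p-values and adjusted p-values for the genes they list in the same comparisons. Some of these genes have no p-value, and missing adjusted values are listed as 1. A deposited table of FPKM was not used, because the raw counts are at hand. Total counts were 14710304 to 20030055 per liver with a median of 17908507, and a gene without counts has an upper limit of 3 counts, or 0.150 to 0.204 CPM (counts scaled by library size). Genes encoded in mitochondria took 4.18 to 6.01% of the counts, and the 10 most abundant genes took 13.2 to 18.6%. Genes of ribosomal RNA took 0.452 to 1.36% in WT, 0.713 to 1.46% in SKO and 1.40 to 2.80% in DKO livers. No pair of libraries of a genotype was a copy of another, since the smallest chi-square per degree of freedom between any pair was 20.6.

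Each pair of genotypes was compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization within the 8 livers compared, filterByExpr for genes with low counts and the quasi-likelihood test. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p-value under 0.05. On simulated counts with the size of this design, the test found 199 of 200 genes changed 4-fold and called 10 unchanged genes among 14302 tested, and in simulated counts without changes it called 0 of 14205. DESeq2 1.42.0 found 199 of the changed genes and called 41 unchanged ones. These simulations gave all genes the same dispersion of 0.1 and changed only genes with higher counts. No simulated liver lay as far from its group as DKO replicate 4. They therefore do not show what share of 4-fold changes the test finds in the real livers. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, and the value given is the mean log2 fold change of the genes tested. The lists were written by hand for PPAR signaling, fatty acid metabolism, unsaturated fatty acids, acyl-CoA thioesterases, amino acid metabolism, the response to interferon beta, xenobiotic metabolism by cytochrome P450 and glutathione transferases. These 8 lists formed one family for adjustment. Another family held the integrated stress response and markers of macrophages, stellate cells, endothelial cells, cholangiocytes, lymphocytes, erythroid cells and hepatocytes. Lists of neutrophil and exocrine pancreas markers had fewer than 2 tested genes and gave no value. Over-representation of list members among genes lower in DKO livers at an unadjusted p-value under 0.05 was tested with Fisher's exact test, one-sided, against all genes tested.

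The position of a liver between WT and SKO was computed from log2 CPM with a prior count of 2, over the 500 genes of mean CPM at least 5 that differed most between WT and SKO livers. The genes were chosen in one set of reference livers and the scale was set in the rest, averaged over all such divisions, so that no liver was its own reference. In simulated counts with a true position of 0.4 the method returned 0.403. Positions were compared by exact permutation tests. Because SKO and DKO livers were compared with the same WT livers, the correlation between these comparisons was also computed in simulated counts without changes.

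The comparisons and their tests, the lists named above, the settings and the rule for naming genes were chosen before the data were examined, apart from what is named as added here. Lists of clock, lipogenic and sex-biased genes were written later, and the closing section says which of its tests of explanations were chosen only after the result was seen. Under that rule the text could name every gene that the paper names, the 5 largest rises and falls of each comparison among genes past the threshold whose groups did not overlap, the 5 members of each list with the smallest p-values, and genes for checks of sex and strain. Genes named outside it are Fam71a, Gm38161, Flvcr1, Arntl and Clec4f, which were chosen after their values were seen. A pair of settings was added after the data had been seen, namely only the livers with Y-linked counts and the presence of Xist counts as a covariate. The alternatives tried were DESeq2, RLE normalization in edgeR, no filter on low counts, at least 10 counts in every liver, all 3 genotypes in one fit, the replicate number as a block, voom with sample quality weights, removal of ribosomal RNA and mitochondrially encoded genes, an absolute log2 fold change above 1, and leaving out each liver in turn. For lists, fry, camera with an estimated correlation and Reactome sets shipped with fgsea 1.28.0 were also tried. For the position, a smaller and a larger number of genes, a prior count of 0.5, a mean CPM of at least 1 and RLE normalization were tried. The RT-qPCR, Western blot and serum experiments have no deposited values and were left out.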

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

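Of the tests in this part, those of exchange or mixing of DKO replicate 4 with other livers, of a WT liver or a fed liver under its label, of female sex as the reason for its position and of tissue mixing, and that of transcription past Atf3, were chosen only after the result was seen. The lists of autosomal sex-biased genes, and so the test of female livers that uses them, also came later.

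DKO replicate 4 lay far from the other DKO livers, by a gap past Dixon's critical value for 4 livers, in 4 of 39 values. It had 498 CPM of Apoa4, where the other DKO livers had 8627 to 10130, 69.8 CPM of Atf4 (others 138 to 140) and 74165 CPM of Alb (others 24688 to 28454). Its position between WT (0) and SKO (1) was 0.289, where the others lay between 0.866 and 0.955. Chance gives about 1 such value in 20, or 1.95 of 39, and the 4 values come from 1 liver and are not independent. That count covers the chosen values only. Across genes, chi-square per degree of freedom was 220 to 261 between this liver and the other DKO livers, and 31.1 to 37.4 among those. Between SKO livers it was 50.9 to 106. An exchange with, or admixture of, one of the 10 livers with Y-linked counts is argued against by 0 counts on the Y-linked genes, where 3 counts are 0.0867% of the mean of those livers. An exchange with or admixture of SKO replicate 3 is argued against by 0.266 CPM of Atf3, where SKO livers had 14.5 to 54.03 and WT livers 1.11 to 2.14. A WT liver under a DKO label is argued against by 99.9 CPM of Cpt2, where WT livers had 199 to 250 and the other DKO livers 119 to 125. A fed or less fasted liver and another reason for a position near WT cannot be told apart. The mean log2 difference of lipogenic genes from the WT livers was 0.18, within the range of −0.19 to 0.22 between WT livers but above the SKO livers (−1.15 to −0.83) and the other DKO livers (−0.95 to −0.74), and no fed liver is among the 12. Female sex alone and other differences between this liver and the rest cannot be told apart, because there is 1 liver with Xist counts per KO genotype. SKO replicate 3, which also has Xist counts, lay at 0.962, within the range of the other SKO livers (0.852 to 1.25), but a single liver does not show how female SKO livers respond. A difference of sex that acts only without Atf3 and the age of the mouse stay open and were not tested here. By RT-qPCR, the paper found ApoA4 mRNA of female DKO livers to lie between WT and SKO, and that of male DKO livers near SKO. The low Apoa4 of DKO replicate 4 goes in the direction that the paper reports for females, but 1 liver cannot test it.

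SKO replicate 3 had 18063 and DKO replicate 4 had 20855 counts on Xist, which the paper does not report. Female tissue mixed into a male liver is argued against by 2 counts on the Y-linked genes in both libraries together, where the other 10 livers had 2741 to 4294 each. Livers of female mice were tested with autosomal genes that are known to differ by sex in mouse liver. In 83.3% of pairs of gene and library (30 of 36), the library lay past every other liver of its genotype in the female direction. Both livers may therefore come from female mice, which is a hypothesis found on these data, and whether a label or the choice of mice differed was not tested.

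Fam71a and Gm38161, a pair of genes that the paper does not discuss and that were chosen after their values were seen, lie next to Atf3 on chromosome 1 and were counted in DKO livers, with means of 20.9 and 8.01 CPM. Fam71a (190894781 to 190897014) had 460, 405, 707 and 9 counts in DKO replicates 1 to 4, 0 in each SKO and 4 in 1 WT liver. Gm38161 (190864854 to 190866211) had 241, 154, 216 and 0 counts in DKO livers and 0 in the SKO and WT livers. Both lie past the 3′ end of Atf3, which is transcribed toward them. Fam71a is annotated on the strand of Atf3 and Gm38161 on the opposite strand, and it is not known whether the counting took account of strand. Transcription past the end of the recombined Atf3 allele predicts counts on Fam71a in DKO but not in SKO livers, and the 4 SKO livers had 0 counts on Fam71a together although Atf3 itself had 259 to 1056 counts there. The 4 genes tested within 300 kb on the other side of Atf3 had log2 fold changes of −0.25 to 0.026 between DKO and SKO livers, with a smallest adjusted p-value of 0.918 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The 4 genes tested within 300 kb on the side of Fam71a had log2 fold changes of −0.73 to 0.058, and the smallest p-value was that of Flvcr1 (log2 fold change −0.68, standard error 0.22, adjusted p = 0.607 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Read-through from the recombined allele may explain the counts on Fam71a and is a hypothesis found on the same data, since reads across the junction were not analysed here. For Gm38161, with 0 counts in the SKO livers together, read-through and transcription of its own strand cannot be told apart. A segment of another strain around Atf3 stays open for both genes and cannot be told apart from read-through. Of the other genes within 10 Mb of Atf3, 8.33% (7 of 84) had an unadjusted p-value under 0.05, against 6.47% (924 of 14278) elsewhere (Fisher's exact test, two-sided, p = 0.4998), which leaves room for a shorter segment. The filter on low counts removed Fam71a from the main comparison, because DKO replicate 4 has few counts. DESeq2's Wald test gave Fam71a an adjusted p-value of 1.9e-06 and edgeR without the filter 4.7e-04 (Benjamini-Hochberg adjustment). Over the settings that tested Fam71a the adjusted p-value ranged from 1.9e-06 to 0.716 (quasi-likelihood or Wald test, Benjamini-Hochberg adjustment).

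Single livers also lay far from their group for 5 other values. SKO replicate 2 had 855 CPM of Creb3l3 (other SKO livers 565 to 610) and 26.5 CPM of Crem (14.8 to 15.2). WT replicate 2 had 70.1 CPM of Esrra (other WT livers 57.8 to 59.2), WT replicate 3 had 2.73 CPM of Bmper (0.165 to 0.468), and WT replicate 4 had 0.220 CPM of Fam71a (0 in the others). These 5 values come from 75 groups of WT or SKO livers, where chance gives 3.75, and over all genotypes 9 such values were found in 114 groups, where chance gives 5.7. No biological explanation was tested for the 5 values.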

How the results depend on the processing

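Only the livers with Y-linked counts, and Xist counts as a covariate, were chosen as settings after the data had been seen.

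The number of genes with an adjusted p-value under 0.05 between DKO and SKO livers, 3 in the main analysis, was 91 with DESeq2 (60 higher, 31 lower), 35 without a filter on low counts (25 higher, 10 lower), 14 with voom and sample quality weights (8 higher, 6 lower), 21 in only the livers with Y-linked counts (13 higher, 8 lower) and 9 with Xist counts as a covariate (5 higher, 4 lower). It ranged from 0 to 15 across the 8 fits that each left out 1 liver, with 15 without DKO replicate 4 (9 higher, 6 lower). The weight that voom gave was 0.237 for DKO replicate 4 and 3.44 for DKO replicate 1. The 3 genes were among the calls of each of these settings except the fits without 1 of the other livers. With RLE normalization, at least 10 counts, all 3 genotypes in one fit or no ribosomal RNA genes, the count stayed between 2 and 4, but with all 3 genotypes in one fit only H2-T-ps of the 3 genes was among the 4 called, and Lars2 and Bmper were not, and with at least 10 counts 2 of the 3 were called. At an unadjusted p-value under 0.05 the number, 932 in the main analysis, was 1944 without a filter, 1433 with all 3 genotypes in one fit (897 higher, 536 lower), 1467 with voom (713 higher, 754 lower) and 385 at an absolute log2 fold change above 1 (299 higher, 86 lower). The main analysis had 590 higher and 342 lower, and without DKO replicate 4 there were 550 higher and 504 lower.

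With the replicate number as a block, the replicate block gave 0 genes with an adjusted p-value under 0.05 between DKO and SKO livers (643 at an unadjusted p-value under 0.05), 691 between DKO and WT (332 higher, 359 lower) and 4111 between SKO and WT. The numbers do not pair the livers, since 1 of 4 correlations between livers of the same number exceeded 0.1 in each comparison (from −0.435 to 0.102 between DKO and SKO).

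Between DKO and WT livers, the number of genes with an adjusted p-value under 0.05, 1510 in the main analysis, was 2508 with DESeq2, 5882 with voom and 699 at an absolute log2 fold change above 1. It ranged from 244 (without WT replicate 2) to 5253 (without DKO replicate 4) across the 8 fits that each left out 1 liver. Between SKO and WT livers it was 4576, and 1937 at an absolute log2 fold change above 1 (829 higher, 1108 lower), and the alternatives other than that one gave 3617 to 4925. A minimum fold change removes genes by its construction. Fits without 1 liver have fewer samples, but some of their counts rose, such as the 5253 without DKO replicate 4. For these rises and the other changed results named here and below, the cause was not tested.

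The PPAR signaling list had a mean log2 fold change of −0.27 and kept its direction and its side of the threshold except with an estimated correlation (−0.27, adjusted p = 0.0520, camera with Benjamini-Hochberg adjustment) and with the Reactome set (−0.012). Over its alternatives the adjusted p-value reached 0.872. The fatty acid metabolism list (−0.12) lost its side of the threshold under fry and with an estimated correlation (both −0.12), as did unsaturated fatty acids (−0.12) and thioesterases (−0.36) with an estimated correlation. Amino acid metabolism lost it under fry and with an estimated correlation (0.44) and with the Reactome set (0.19). The interferon beta list (0.54) lost it under fry and with an estimated correlation, in only the livers with Y-linked counts (0.014) and with the Reactome set (0.17), and reversed with voom (−0.13). It ranged from −0.072 (without DKO replicate 4) to 0.72 across the fits without 1 liver. The xenobiotic list (0.59) lost it under fry, with an estimated correlation and with voom (0.13), and ranged from −0.15 (without DKO replicate 4) to 0.78. Glutathione transferases (0.47) lost it under fry, with an estimated correlation, with voom (0.14) and in only the livers with Y-linked counts (0.042).

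The odds ratios of list members among the lower genes stayed on their side of the threshold in the alternatives run for them, which were the authors' table, at least 10 counts, the fits without 1 liver, only the livers with Y-linked counts and Xist as a covariate. They were 3.86 to 8.60 for PPAR signaling and 3.48 to 8.53 for fatty acid metabolism across the fits without 1 liver. With the authors' table they were larger, 12.3 for PPAR signaling and 11.9 for fatty acid metabolism. Genes lower at an adjusted p-value under 0.05 held no members, so that alternative gave no value. The position of DKO livers kept its direction in every alternative run for it, from 0.686 to 0.908 across the fits without 1 DKO liver, and the difference from SKO livers did not pass the threshold in any. With only the livers with Y-linked counts it could not have passed, since 3 against 3 livers allow no p-value under 0.1 (exact permutation test).

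The log2 fold change between DKO and SKO livers of Cpt2 was 0.0019 with voom and ranged from −0.16 to 0.032 across the fits without 1 liver, that of Creb3l3 from −0.18 to 0.033 and that of Apob from −0.21 to 0.12. Apoc3, 0.0068 in the main analysis, was −0.020 with DESeq2, −0.0044 with RLE normalization and −0.17 in only the livers with Y-linked counts, and ranged from −0.14 to 0.17 across the fits without 1 liver. The value of Alb, DKO vs SKO, 0.31 in the main analysis, was −0.048 with voom and −0.049 in only the livers with Y-linked counts, and ranged from −0.26 (without DKO replicate 4) to 0.51. Apobr between DKO and WT ranged from −0.053 to 0.32. Results of named genes and liver positions were counted together, once for each alternative. Of these, 607 kept direction and side of the threshold, 70 were weaker, 10 stronger and 17 reversed. At this depth a gene with 0 counts in a liver could have up to 0.204 CPM there, which limits fold changes of genes such as Fam71a.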

Differences from the paper's values

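The comparison of values with Table S2 and the deposited comparisons was chosen before the data were examined.

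The copy of Table S2 used here lists 1146 genes, it is not known whether it is complete, and it holds 10 of the genes that the paper names. Of the 30 log2 fold changes it gives for these 10 genes, 1 differs. The paper's value for Apoc3 between DKO and SKO livers is −0.020, and the value here is 0.0068. Of the alternatives set before the data were examined, DESeq2 (−0.020), RLE normalization, no filter on low counts and the fits without SKO replicates 1 or 3 or DKO replicates 3 or 4 have the paper's sign and lie within the error. All 3 genotypes in one fit, the replicate block, voom and the fits without SKO replicates 2 or 4 or DKO replicates 1 or 2 do not.

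The authors' deposited comparison of DKO and SKO livers lists 91 genes with an adjusted p-value under 0.05, the paper's value, and 3 were found here. DESeq2 gave 91, and none of the other alternatives set before the data were examined closed the gap. For DKO against WT livers the paper's value is 2490 and the value here 1510. DESeq2 (2508), no filter on low counts (1680) and all 3 genotypes in one fit (1729) lie within 1.5 times the paper's value, and the other alternatives set before the data were examined do not.

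The paper calls Elovl7, Clpx and the ApoB receptor significantly changed between DKO and SKO livers. Their adjusted p-values here were 0.469, 0.396 and 0.167 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Elovl7 had an adjusted p-value under 0.05 without DKO replicate 4 (0.0152) and in only the livers with Y-linked counts (0.0202), a setting chosen after seeing the values, and over its settings it ranged from 0.0152 to 0.906 (edgeR, DESeq2 or voom, Benjamini-Hochberg adjustment). Clpx had one with DESeq2 (0.0213, range 0.0213 to 0.824). Apobr had one with DESeq2 (1.5e-05), without a filter on low counts (0.00891) and with voom and sample quality weights (0.0340, range 1.5e-05 to 0.454). The paper's deposited comparison gives 0.248 for Elovl7, 0.0214 for Clpx and 1.5e-05 for Apobr.

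The paper describes its RNA-seq as a comparison of male DKOs with SKOs and WT mice. Whether male was meant for all groups is not stated. Here, 10 livers had 2741 to 4294 counts on Y-linked genes, while SKO replicate 3 and DKO replicate 4 had 2 and 0 counts on them and 18063 and 20855 counts on Xist.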

Other observations

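Of the tests in this part, those of DKO replicate 4 alone as the reason for more higher than lower genes, of gene length, of nuclear or unspliced RNA, of the time of day and of Atf3 exons were chosen only after the result was seen.

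The 8 livers of each comparison can be divided into equal groups in 35 ways. For DKO and SKO livers, 1 of the 35 splits, the real one, gave as many genes with an adjusted p-value under 0.05, and 8 of the 35 gave as many at an unadjusted p-value under 0.05, where the median was 622 and the largest other count 1579. For SKO and WT livers 1 of the 35 splits and for DKO and WT livers 1 of the 35 splits gave as many genes with an adjusted p-value under 0.05. For the PPAR signaling list 3 of the 35 splits and for the fatty acid metabolism list 3 of the 35 splits gave as small a p-value (camera), so grouping by chance is not excluded for these lists.

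DKO replicate 4 alone is argued against as the reason for the lower lists. Without it the mean log2 fold change was −0.23 for PPAR signaling and −0.18 for fatty acid metabolism, each with an adjusted p-value of 9.3e-05 (camera with Benjamini-Hochberg adjustment), while over the alternatives it ranged up to 0.872 for PPAR signaling and 0.159 for fatty acid metabolism.

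More genes were higher than lower in DKO livers, 63.3% of those with an unadjusted p-value under 0.05. Reads on ribosomal RNA, or a difference in the libraries that goes with them, cannot be told apart from the genotype, since their share was 1.40 to 2.80% in DKO and 0.713 to 1.46% in SKO livers. Without these genes and the mitochondrially encoded ones the share of higher genes was 63.7%, but their removal left other results nearly unchanged and so decides nothing. The Spearman rho between log2 fold change and gene length was 0.00602 over all genes tested and −0.135 over the 932 genes with an unadjusted p-value under 0.05. Gene length bias as the whole reason is argued against, because of 4 equal bins of gene length the longest, where that rho predicts the fewest higher genes, had 65.6% higher, against 68% in the shortest bin and 59.3 and 59.05% in those between. Among protein-coding genes 419 were higher and 303 lower (58.0%), and without DKO replicate 4 the share was 45.9% (384 higher, 452 lower). The excess there did not hold without this liver, mainly because more genes were lower. That does not show that this liver made the higher calls. Among non-coding genes 171 were higher and 39 lower (81.4%), and without DKO replicate 4 the share was 76.1%, so this liver alone is argued against. More nuclear or unspliced RNA in the DKO libraries and a change in the transcription of non-coding genes cannot be told apart, because counts on introns were not analysed here. Genes of the biotype TEC, an annotation class of expressed regions whose nature is not established, had a mean log2 fold change of 0.48 over 235 genes, 41 of them lower (0.42 without DKO replicate 4).

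Clock genes differed between DKO and SKO livers, and this was noticed in the data. Genes that peak with Arntl had a mean log2 fold change of 0.89 (4 genes, adjusted p = 4.5e-05) and genes that peak against it −0.68 (11 genes, 10 lower, adjusted p = 7.7e-06, camera with Benjamini-Hochberg adjustment). The difference between these groups of genes in mean log2 CPM was 1.72 higher in DKO than in SKO livers (exact permutation test, two-sided, p = 0.0857, smallest possible p = 0.0286). It was 1.40 to 2.91 in DKO replicates 1 to 3 and −0.060 in replicate 4, against −0.75 to 0.56 in SKO and −0.32 to 0.34 in WT livers. A different time of day of collection and an effect of Atf3 loss on clock genes cannot be told apart, because collection times are not given per liver. The paper's methods end the 24 h fasts at a common hour in the afternoon, which leaves differences around that hour.

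Fewer macrophages may contribute to the lower Gpnmb in DKO livers, as a hypothesis. The macrophage markers, written as a list that does not hold Gpnmb, had a mean log2 fold change of −0.43, with 18 of 19 lower (adjusted p = 0.00423, camera with Benjamini-Hochberg adjustment), and −0.91 without DKO replicate 4. The fall of Gpnmb itself, −1.65, was larger. Against WT livers the macrophage markers had a mean of 0.079 in SKO and −0.31 in DKO livers (adjusted p = 0.928 and 0.201, camera with Benjamini-Hochberg adjustment). Gpnmb was higher than in WT livers in both, so it did not follow these markers there. The most abundant markers, Cd5l and Clec4f, had means of 92.2 and 81.9 CPM in SKO and 59.5 and 74.5 CPM in DKO livers, and markers such as Spp1 are also expressed by other liver cells. The unadjusted p-value was 0.371 under the rotation test fry and 0.267 with an estimated correlation (limma). Means of other marker lists between DKO and SKO livers were 0.14 for stellate cells, −0.072 for endothelial cells, 0.28 for cholangiocytes, −0.11 for lymphocytes and −0.021 for erythroid cells. Without DKO replicate 4 they were 0.0022, −0.15, 0.13, −0.61 and 0.12 in the same order. Hepatocyte markers had a mean of 0.48 (adjusted p = 0.0227, camera with Benjamini-Hochberg adjustment), and 0.055 without DKO replicate 4 (adjusted p = 0.782, camera with Benjamini-Hochberg adjustment). A change of gene expression within macrophages was not tested.

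Atf3 counts in DKO replicates 1 to 3 were above those of WT livers, and the lowest was 164. Reads on exons outside the deleted part of Atf3 and full Atf3 transcripts from cells without recombination cannot be told apart, because counts per exon were not analysed here. The log2 fold change of Atf3 was 4.28 between SKO and WT (standard error 0.40), 2.38 between DKO and WT (standard error 0.78, 2.77 without DKO replicate 4) and −1.91 between DKO and SKO livers (standard error 0.73), with adjusted p-values of 2.0e-05, 0.0796 and 0.701 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The adjusted p-value between DKO and WT was 2.7e-05 without DKO replicate 4 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment).

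Genes that the paper measured by RT-qPCR in other experiments had these values in the sequenced livers. Apoa4 had 616 ± 262 CPM (SD, n = 4) in WT, 11850 ± 4414 in SKO and 7024 ± 4401 in DKO livers, with 9200 ± 813 in DKO replicates 1 to 3. Its log2 fold change between DKO and SKO livers was −0.75 (standard error 0.67, adjusted p = 0.921 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.36 without DKO replicate 4. Creb3l3 had 516 CPM in WT, 660 in SKO and 601 in DKO livers, Creb3 had 40.8, 82.1 and 65.3, and Esrra had 61.5, 78.02 and 64.9. Their log2 fold changes between DKO and SKO livers were −0.11, −0.31 and −0.25 (adjusted p = 0.953, 0.900 and 0.845, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Creb5 had a log2 fold change of −0.94 and Apob of −0.041 in the same comparison. Across the fits that each left out 1 liver, Creb3 ranged from −0.44 to −0.13 (without DKO replicate 4), Esrra from −0.31 to −0.15 (without SKO replicate 2) and Creb5 from −1.36 to −0.52 (without SKO replicate 2). Creb3l3 was 0.033 without SKO replicate 2, and Apob was −0.21 without SKO replicate 2 and 0.12 without SKO replicate 1.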
